# Deletion of a non-canonical regulatory sequence causes loss of *Scn1a* expression and epileptic phenotypes in mice

**DOI:** 10.1186/s13073-021-00884-0

**Published:** 2021-04-26

**Authors:** Jessica L. Haigh, Anna Adhikari, Nycole A. Copping, Tyler Stradleigh, A. Ayanna Wade, Rinaldo Catta-Preta, Linda Su-Feher, Iva Zdilar, Sarah Morse, Timothy A. Fenton, Anh Nguyen, Diana Quintero, Samrawit Agezew, Michael Sramek, Ellie J. Kreun, Jasmine Carter, Andrea Gompers, Jason T. Lambert, Cesar P. Canales, Len A. Pennacchio, Axel Visel, Diane E. Dickel, Jill L. Silverman, Alex S. Nord

## Abstract

**Background:**

Genes with multiple co-active promoters appear common in brain, yet little is known about functional requirements for these potentially redundant genomic regulatory elements. *SCN1A,* which encodes the Na_V_1.1 sodium channel alpha subunit, is one such gene with two co-active promoters. Mutations in *SCN1A* are associated with epilepsy, including Dravet syndrome (DS). The majority of DS patients harbor coding mutations causing *SCN1A* haploinsufficiency; however, putative causal non-coding promoter mutations have been identified.

**Methods:**

To determine the functional role of one of these potentially redundant *Scn1a* promoters, we focused on the non-coding *Scn1a* 1b regulatory region, previously described as a non-canonical alternative transcriptional start site. We generated a transgenic mouse line with deletion of the extended evolutionarily conserved 1b non-coding interval and characterized changes in gene and protein expression, and assessed seizure activity and alterations in behavior.

**Results:**

Mice harboring a deletion of the 1b non-coding interval exhibited surprisingly severe reductions of *Scn1a* and Na_V_1.1 expression throughout the brain. This was accompanied by electroencephalographic and thermal-evoked seizures, and behavioral deficits.

**Conclusions:**

This work contributes to functional dissection of the regulatory wiring of a major epilepsy risk gene, *SCN1A*. We identified the 1b region as a critical disease-relevant regulatory element and provide evidence that non-canonical and seemingly redundant promoters can have essential function.

## Background

A large proportion of brain-expressed and, indeed, all mammalian genes are believed to rely on multiple alternative promoters [1–3]. For many genes, the alternative promoters produce distinct 5′ untranslated regions but otherwise similar mRNA products, leading to identical proteins from distinct transcription start sites (TSSs) [4, 5]. Much of the focus on understanding the role of alternative promoters in mammalian transcriptional regulation has been on the potential for discrete function via producing specific isoforms or compartmentalized expression in specific cells or tissues [6–9]. However, TSS activity mapping has found many genes where alternative promoters are also active in the same tissue [10, 11]. More recent evidence from single-cell RNA sequencing and chromosome conformation suggests that annotated alternative promoters are frequently co-active in the same cells and physically interact in the nucleus [12–14]. However, in contrast to work on the requirement for alternative promoters with presumed discrete activity, studies investigating the functional requirement for apparently redundant co-active promoters are lacking.

Epilepsy is one of the most common neurological disorders, with both rare highly penetrant and common variants contributing to genetic etiology. Mutations in *SCN1A,* which encodes the Na_V_1.1 sodium channel alpha subunit, result in a range of epilepsy phenotypes from generalized febrile seizures to Dravet syndrome (DS), a severe childhood-onset disorder [15–17]. The majority of DS cases are caused by heterozygous de novo mutations in *SCN1A* resulting in truncation of the protein, with haploinsufficiency of Na_V_1.1 presumed to underlie pathology [18, 19]. Mouse models with heterozygous coding mutations in *Scn1a* recapitulate features of DS, including seizures and sudden unexpected death in epilepsy (SUDEP) [20–26]. DS remains pharmacoresistant, with generalized tonic-clonic seizures beginning in the first year of life and common comorbid neurodevelopmental disorder (NDD) behavioral phenotypes including cognitive impairments and ataxia [27–29].

*SCN1A* transcripts have a variable 5′ untranslated region (UTR) containing one of two TSSs, 1a and 1b, that are conserved between human and mouse [30, 31]. The proteins produced from 1a and 1b are expected to be identical. 1a was found to be the majority TSS for *SCN1A* transcripts across human and mouse (54% and 52% RACE transcripts, respectively). No strong region-specific differences in 1a versus 1b TSS usage across brain regions have been identified in previous work [30, 32]. 1a (also referred to as h1u) has been defined as the major *SCN1A* promoter; however, comparison across brain tissues in human and mouse suggests that 1a and 1b are co-active, with ~ 35% of transcripts arising from 1b [30]. The apparent functional redundancy of 1a and 1b promoter activity and 1a- and 1b-associated *SCN1A* transcripts raises the question of whether there are distinct roles or requirements of the 1a and 1b UTR and regulatory DNA sequences.

In addition to serving as an example in which to dissect the role of multiple co-active promoters, there is significant disease relevance for understanding the functional requirements for *SCN1A* regulatory DNA elements. *SCN1A* is one of the most common and well-documented genes associated with severe medical consequences of haploinsufficiency. Further, genome-wide association studies (GWAS) have implicated non-coding *SCN1A* DNA variants as contributing to epilepsy risk [33, 34], presumably via more subtle perturbation to transcriptional regulation, and non-coding promoter deletions have been found in DS patients [35, 36]. A recent study of common variation in the promoter regions of *SCN1A* found that promoter variant haplotypes reduced luciferase in cells and that such non-coding variants in the functional *SCN1A* allele may modify DS severity [37]. Based on these findings, it is plausible that pathogenic variation in regulatory regions modulates *SCN1A* transcription, contributing to epilepsy. Functional studies are needed to determine the consequences of perturbations to *SCN1A* expression caused by mutations in non-coding DNA.

Here, we investigate *Scn1a* as a model for examining transcriptional and phenotypic consequences associated with loss of a potentially redundant co-active promoter. Combining genomics, neuropathology, behavior, seizure susceptibility, and EEG, we show that the *Scn1a* 1b non-canonical promoter and flanking conserved non-coding DNA sequence is independently essential for expression and brain function via characterizing the impact of deletion in 1b^+/−^ and 1b^−/−^ mice. In addition to mapping an essential regulatory region of a critical disease-relevant gene, our findings provide evidence that non-canonical promoters can play essential roles in general transcriptional activation.

## Methods

### Analysis of existing datasets

Chromosome conformation (Hi-C), histone post-translational modification (PTM), ChIP-seq, and chromatin accessibility (ATAC-seq) analyses were performed using published data. For human brain, chromatin contacts were displayed as a heatmap of pseudo-log contact matrix scores obtained at 10-kb resolution from the PsychEncode.org resource website [38]. Differential Hi-C comparisons were conducted with contact matrices at 40-kb resolution for prefrontal cortex (PFC), right ventricle, hippocampus, lung, and pancreas with data obtained from Schmitt et al. [39], NCBI Gene Expression Omnibus (GEO) dataset GSE87112. The heatmaps for individual tissues were generated with the pseudo-log of the scores in the contact matrices, while the inter-tissue comparisons were composed with the log likelihood of scores of one tissue against each other. Frontal lobe histone PTMs were assessed using ChIP-seq coverage from the Roadmap Epigenomics Consortium [40] as integrated in the UCSC Genome Browser [41], data available at https://egg2.wustl.edu/roadmap/web_portal/. Assessment of chromatin accessibility for dorsolateral PFC neuronal and non-neuronal ATAC-seq data was made in the same way with data from Fullard et al. [42], GSE96949. For mouse brain, assessment of chromatin accessibility was performed using ATAC-seq data from purified excitatory, and parvalbumin (PV) and vasoactive intestinal peptide (VIP) expressing neurons obtained from Mo et al. [43], GSE63137.

### Generation of 1b mutant mice

We used Cas9-mediated mutagenesis of C56BL/6N oocytes to generate a mouse line harboring deletion of a conserved portion on the non-coding region of *Scn1a* containing the previously described 1b [30] regulatory region. Guide RNA was designed and synthesized according to described methods [44], pooled with Cas9 mRNA and injected into mouse oocytes. The gRNA sequences were GGAGATCTGGGTAGTCCTCG and GCTTTTCATACTATAGTGAG. 

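Both gRNA sequences were matched to chromosome 2 of the mm9 assembly, the only chromosome searched, where each had 1 exact match. GGAGATCTGGGTAGTCCTCG lies on the minus strand from 66245621 to 66245640, next to the PAM GGG. GCTTTTCATACTATAGTGAG lies on the plus strand from 66248668 to 66248687, next to the PAM TGG. The first site is in an intron of the transcript Scn1a-001. The second lies upstream of its first exon, in an intron of the longer transcript Scn1a-201, and neither overlaps an annotated exon of Scn1a. The second site also lies within the annotated gene Gm13630, whose exons were not checked. With Cas9 breaking the DNA 3 bases from the PAM, the predicted breaks are 3061 bases apart. On the strand of each guide, the sequence around the first site reads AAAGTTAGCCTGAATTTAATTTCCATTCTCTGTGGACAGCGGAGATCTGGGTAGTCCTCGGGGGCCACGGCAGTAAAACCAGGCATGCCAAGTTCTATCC, and the sequence around the second site reads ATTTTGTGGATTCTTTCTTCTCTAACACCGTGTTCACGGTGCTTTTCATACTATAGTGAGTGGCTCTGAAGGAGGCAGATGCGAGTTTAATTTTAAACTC.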

Initial Cas9 targeting was performed at Lawrence Berkeley National Laboratory. 

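The genotyping primers were also matched to chromosome 2 of mm9, with 1 exact match each. The left outer primer lies from 66245493 to 66245512 and the right outer primer from 66248938 to 66248957, so the outer pair spans 3465 bases of the intact chromosome. The right internal primer, from 66245714 to 66245733, lies inside the deleted interval and spans 241 bases together with the left outer primer.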

F0s (induced on C57BL/6N background) carrying mutations were genotyped and bred to expand a line harboring a 3063-bp deletion at the 1b interval (mm10 - chr2:66407567-66410630).

The colony was rederived and maintained by crossing male 1b deletion carriers with C57BL/6N wildtype females (Charles River). Extensive crossing of heterozygous mutation carriers to wildtype animals vastly reduces the likelihood that any potential off-target mutations caused by Cas9 targeting would persist in our 1b deletion line. Genotypes were identified via PCR and sequence-verified for all animals included in analyses, with the primers in Table 1. All mouse studies were approved by the Institutional Animal Care and Use Committees at the University of California Davis and the Lawrence Berkeley National Laboratory. Mice were housed in a temperature-controlled vivarium maintained on a 12-h light–dark cycle. Efforts were made to minimize pain and distress and the number of animals used. Survival was monitored and log-rank Mantel Cox used to assess survival rate.

**Table 1:** *Scn1a* 1b deletion genotyping primers

Primer name	Sequence (5′–3′)
L_outer_Scn1a	AGATCAGGCCTTCTTGCTGA
R_outer_Scn1a	GGGCTCCTCATTGTTTTGGG
R_interal_Scn1a	CACACACAGGCACATGATGA

Table 2 summarizes the sex, genotype, age, and *n* for each experiment.

**Table 2:** Sex, genotype, age, and *n* for each experiment

Experiment	***n***	Region	Age
**qPCR**	WT = 4F, 1b^+/−^ = 5 (4F, 1 M), 1b^−/−^ = 7 (2F, 5 M)	Cortex Hippocampus Cerebellum	3 months
**Western blot**	WT = 3 M, 1b^+/−^ = 3 M, 1b^−/−^ = 3 M	Cortex Hippocampus Cerebellum	P29-P32
**IF**	WT = 3, 1b^+/−^ = 3, 1b^−/−^ = 3	Brain	P28
**RNA-seq**	WT = 2 M, 1b^+/−^ = 4 (2 M, 2F), 1b^−/−^ = 2F	Forebrain	P7
	WT = 2F, 1b^−/−^ = 2 (1 M, 1F); WT = 3 M, 1b^+/−^ = 4 (3 M, 1F)	Hippocampus	P32
**Behavior**	WT = 26(12 M, 14F), 1b^+/−^ = 30(15 M, 15F), 1b^−/−^ = 12 (6 M, 6F)		Started at 6 weeks
**Thermal-induced seizures**	WT = 9(5 M, 4F)1b^+/−^ = 9 (6 M, 3F)		P22

### RNA collection

Cortex, hippocampus, and cerebellum were regionally dissected from one hemisphere of P7, P32, and 3-month-old homozygous deletion, heterozygous, and wildtype mice following anesthesia with isoflurane and decapitation. The other hemisphere was used for Western blot analysis. Both male and female mice were used, though there was no equal sex representation across genotypes. Total RNA was isolated using RNAqueous kit (Ambion) and assayed using an Agilent BioAnalyzer instrument.

### qRT-PCR

Differential expression of *Scn1a* was verified by qRT-PCR at 3 months old. Primers are reported in Table 3**,** and qPCR was performed with SYBR green PCR master mix (Applied Biosystems). Samples were excluded if technical replicates failed. Cycle counts were normalized to *Gapdh*. Statistical analysis was performed using ANOVA followed by Tukey’s on relative gene expression between genotypes using ΔΔCT.

**Table 3:** qPCR primers

Target	Sequence (5′–3′)
Human *Gapdh*	F-CAATGACCCCTTCATTGACC
	R-TTGATTTTGGAGGGATCTCG
Mouse *Gapdh*	F-TCACCACCATGGAGAAGGC
	R-GCTAAGCAGTTGGTGGTGCA
*Scn1a* (mouse and human)	F-CTCGTTCCTGATCGTGTTCC
	R-ATCCTGTCCACAGCAATCTG

### RNA-seq

RNA from P7 forebrain and P32 hippocampus was collected as described above. Samples included males and females of each genotype when possible. Stranded mRNA sequencing libraries were prepared using TruSeq Stranded mRNA kits (Illumina). Each round of sequencing was quantified, pooled, and sequenced in one lane on the Illumina HiSeq platform using a single-end 50-bp (P7, P32 homozygous) or paired-end 150 (P32 heterozygous) strategy at the UC Davis DNA Technologies Core.

The transcriptomic analysis was performed as before [45]. Reads from RNA-seq were aligned to the mouse genome (mm9) using STAR (version 2.7.2) [46]. Aligned reads mapping to genes were counted at the gene level using subreads featureCounts [47]. The mm9 knownGene annotation track and aligned reads were used to generate quality control information using the full RSeQC tool suite [48]. Unaligned reads were quality checked using FastQC.

### Differential expression analysis

Raw count data for all samples were used for differential expression analysis using edgeR [49]. Genes with at least 1 read per million in at least one sample were included for analysis, resulting in a final set of 15589, 14631, and 15002 genes for differential testing in P7 and P32 mice, respectively. Multidimensional scaling analysis indicated that *Scn1a* expression and sex were the strongest driver of variance across samples. 

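The 11 P32 libraries were placed by multidimensional scaling on the 500 genes with the largest log2 differences between libraries, separately in each round. In the homozygous round, the first dimension carried 57.5% of the variance and set both WT libraries (-1.81 and -0.94) apart from both 1b-/- libraries (1.10 and 1.65). In the heterozygous round the first dimension carried 39.1%. The only female, 1b+/- replicate 4, lay at one end of it (1.11), but the males spread from -0.80 to 0.42 and the WT libraries lay among the 1b+/- libraries. Libraries with positive values there also had the highest thalamus marker sums of the round, 381 to 746 CPM against 225 to 258 CPM in the others. In the homozygous round both WT mice were female and the 1b-/- mice were 1 male and 1 female. Counts of Xist, which is transcribed from the inactive X chromosome, and of the Y-linked Ddx3y matched the labelled sex in each of the 11 libraries.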

Tagwise dispersion estimates were generated and differential expression analysis was performed using a generalized linear model with genotype as the variable for testing. Effect of genotype was modeled as individual comparison of heterozygous and homozygous 1b deletion mice with the respective WT controls. Normalized expression levels were generated using the edgeR pseudocount and rpkm functions. Aligned reads contained in BAM files from each sample were counted to calculate the overlap of sequencing reads with each locus. 

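In mm9, Scn1a (ENSMUSG00000064329.7) is annotated on the minus strand of chromosome 2 from 66108838 to 66278897. Its first coding exon, where translation starts at 66189234, lies from 66188971 to 66189283. The m1a locus spans 135 bases and overlaps the untranslated first exons of Scn1a-002, Scn1a-006 and Scn1a-201, which start at 66278871, 66278897 and 66278894. The m1b deletion region spans 3066 bases with a GC content of 45.8% and contains the whole 203-base first exon of Scn1a-001, from 66247919 to 66248121, which is untranslated. It also overlaps the annotated gene Gm13630. The m1c locus spans 115 bases and overlaps no annotated exon of Scn1a.

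**Figure D1:**
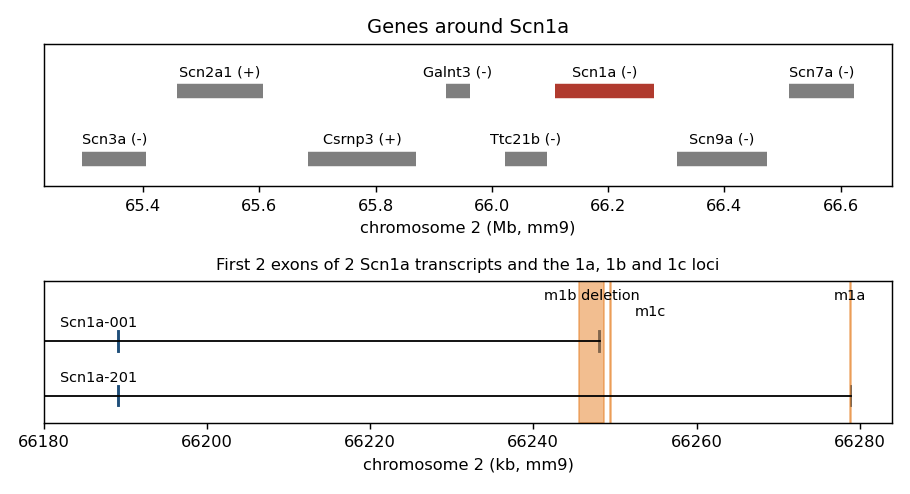
The upper panel shows the genes around Scn1a by their mm9 position in megabases, with the strand in parentheses. The lower panel shows, in kilobases, the first 2 exons of Scn1a-001 and Scn1a-201 (blue) and the m1a, m1b deletion and m1c loci (orange). The first exon of Scn1a-001 lies inside the m1b deletion region and that of Scn1a-201 lies at m1a.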

The coordinates for each locus were m1a: chr2:66,278,753-66,278,887, the m1b deletion region: chr2:66245632-66248697, and m1c: chr2:66,249,400-66,249,514. Mouse gene ontology (GO) data was downloaded from Bioconductor (org. Mm.eg.db). We used the goseq package to test for enrichment of GO terms indicating parent:child relationships. For GO analysis, we examined down- and upregulated genes separately for genes meeting an FDR < 0.05. For the enrichment analysis, the test set of differentially expressed genes was compared against the background set of genes expressed in our study.

### Immunofluorescence

All histological experiments were performed at least in triplicate and experimenters were blinded to genotype. Following anesthesia with isoflurane, P28 male and female mice were transcardially perfused with 4% paraformaldehyde (PFA) in HEPES, followed by overnight fixation in the same solution. After fixation, brains were removed from the skull, embedded in 2% LTE agarose/ Tris-buffered saline (TBS) and cut coronally in 50-μm sections on a vibratome (VT 1000S, Leica). Sections underwent antigen retrieval in a solution of 0.1 M sodium citrate (pH 6), 200 mM sucrose, and 1% (v/v) hydrogen peroxide at 60 °C for 1 h. Subsequently, sections were permeabilized and blocked in TBS with 0.1% Triton X-100 and 5% normal donkey serum for 24 h at room temperature. Immunolabeling was carried out using primary antibodies directed against Na_V_1.1 (K74/71, mouse, IgG1, 1:100, NeuroMab) and parvalbumin (L114/3, 75-455, mouse, IgG2a, 1:100, NeuroMab). Subclass-specific secondary antibodies (488 and RRX) were used at 1:200 (Jackson ImmunoResearch Laboratories Inc.). All imaging was carried out on a Nikon A1 laser scanning confocal microscope. FIJI (National Institutes of Health) was used for image processing with settings consistently applied to across samples.

### Western blot

Flash frozen samples (*n* = 3 per genotype) were prepared for Western blot using the Mem-PER Plus protein extraction kit (89842, Thermo Scientific) to isolate membrane and cytoplasmic protein fractions from mice aged P29-32. We ran 40 μg of protein on 10% gels using the Mini-PROTEAN Tetra Cell Western blotting system (Bio-Rad). Anti-Na_V_1.1 (Ab5204a, rabbit, 1:1000, Millipore) and anti-beta-actin (Ab8227, rabbit, 1:5000, Abcam) primary antibodies were incubated overnight in Odyssey blocking buffer (LI-COR). Secondary antibodies (IRDye 800CW Donkey anti-Rabbit IgG Secondary Antibody) were used at 1:5000 in Odyssey blocking buffer (LI-COR) for 1 h at room temperature. Blots were visualized using a LI-COR Odyssey CLx system and quantified in FIJI. Protein levels assayed via Western blot were compared by one-way ANOVA and Tukey’s post hoc.

### Mouse colony at UC Davis Medical Center

Heterozygous (+/−) breeders were transferred from the UC Davis Center of Neuroscience to the UC Davis Medical Center. Offspring were maintained on the C57BL/6N background from The Jackson Laboratory (Bar Harbor, ME). Colonies were maintained with two breeding paradigms: wildtype (1b^+/+^) by heterozygous (1b^+/−^) and heterozygous (1b^+/−^) by heterozygous (1b^+/−^) crosses, giving rise to wildtype (1b^+/+^), heterozygous (1b^+/−^), and homozygous mice (1b^−/−^). After weaning on PND 21, mice were socially housed in groups of 2–4 by sex. Cages were housed in ventilated racks in a temperature (68–72 °F) and humidity (~ 25%) controlled vivarium on a 12:12 light/dark cycle with lights on at 07:00, off at 19:00 h. Standard rodent chow and tap water were available ad libitum. In addition to standard bedding, a Nestlet square, shredded brown paper, and a cardboard tube were provided. All subjects were tested between 2 and 5 months of age. All measures were conducted by an experimenter blind to genotype.

### Behavioral assay design

Both male and female subjects were used in this study. Subjects (1b^+/+^ − males *N* = 12, females *N* = 14, 1b^+/−^ − males *N* = 15, females *N* = 15, and 1b^−/−^ − males *N* = 6, females *N* = 6) began the behavioral battery at 6 weeks of age. All behavioral tests were performed between 09:00 and 17:00 h during the light phase of the 12:12 light/dark cycle. Mice were brought to an empty holding room adjacent to the testing area at least 1 h prior to the start of behavioral testing. To minimize the carry-over effects from repeated testing, assays were performed in the order of least to the most stressful tasks. Subjects were sampled from 1b^+/−^ × 1b^+/−^ and 1b^+/−^ × 1b^+/+^ pairings. The order and age of testing was as follows with at least 48-h separating tasks: (1) Elevated-plus maze at 6 weeks of age, (2) light dark conflict at 6 weeks of age, (3) open field at 7 weeks of age, (4) beam walking at 7 weeks of age, (5) rotarod at 8 weeks of age, (6) novel object recognition at 9 weeks of age, (7) spontaneous alternation at 10 weeks of age, (8) self-grooming at 11 weeks of age, (9) social approach at 11 weeks of age, (10) male–female social interaction at 12 weeks of age, (11) acoustic startle at 13 weeks of age, (12) prepulse inhibition at 13 weeks of age, and (13) fear conditioning at 14 weeks of age.

### Developmental milestones

Developmental milestones were measured on postnatal day (PND) 2, 4, 6, 8, 10, and 12, as previously described [50, 51]. Body weight, length (nose to edge of tail), and head width were measured using a scale (grams) and a digital caliper (cm). Cliff avoidance was tested by placing each pup near the edge of a cardboard box, gently nudging it towards the edge, and measuring the time for it to turn and back away from the edge. Failures to avoid the cliff was recorded as a maximum score of 30 s. Righting reflex was tested by placing each pup on its back, releasing it, and measuring the time for it to fully flip over onto four paws on each developmental day. Negative geotaxis was tested by placing each pup, facing downwards, on a screen angled at 45° from parallel, and measuring the time for it to completely turn and to climb to the top of the screen. Failures to turn and climb were recorded as a maximum score of 30 s. Circle transverse was tested by placing each pup in the center of a circle with a 5″ (12.5 cm) diameter drawn on a laminated sheet of 8.5″ × 11″ white paper, and measuring the time for it to exit the circle. Failures to exit the circle were recorded as a maximum score of 30 s.

### Elevated-plus maze

The assay was performed using a mouse EPM (model ENV-560A) purchased from Med Associates (St. Albans, VT) and performed as previously described [52].

### Light↔dark conflict

The light↔dark assay was performed in accordance with previously described procedures [52]. The mouse was allowed to explore freely for 10 min. Time in the dark side chamber and total number of transitions between the light and dark side chambers were automatically recorded during the 10-min session.

### Open field

General exploratory locomotion in a novel open field arena was evaluated as previously described [45, 50, 52]. Total distance traversed, horizontal activity, vertical activity, and time spent in the center were automatically measured to assess gross motor abilities in mice. Repeated measures ANOVA was used to detect differences in horizontal, vertical, total, and center time activity obtained during the open field assay. Multiple comparisons were corrected for using Sidak post hoc methods and F, degrees of freedom, and *p* values are reported.

### Spontaneous alternation in a Y-maze

Spontaneous alternation was assayed using methods modified based from previous studies [45] in mice. One-way ANOVA was used to detect differences in alternation. Multiple comparisons were corrected for using Sidak post hoc methods and F, degrees of freedom, and *p* values are reported.

### Novel object recognition

The novel object recognition test was conducted as previously described [50, 53, 54]. The assay consisted of four sessions: a 30-min habituation session, a second 10-min habituation phase, a 10-min familiarization session, and a 5-min recognition test. Sniffing was defined as head facing the object with the nose point within 2 cm from the object. Time spent sniffing each object was scored by an investigator blind to both genotype and treatment. Recognition memory was evaluated by time spent sniffing the novel object versus the familiar object and innate side bias was accounted for by comparing sniff time of the two identical objects during familiarization. Within genotype repeated measures ANOVA was used to analyze novel object recognition using novel versus familiar objects as comparison. F, degrees of freedom, and *p* values are reported.

### Balance beam walking

Balance beam walking is a standard measure of motor coordination and balance [55, 56]. We followed a procedure similar to methods previously described using our behavioral core [57]. Latency to traverse the length of the beam, number of footslips off the edge of the beam, and falls (if any) are scored by the investigator from coded video recordings. Approximately four trials per day for 3 days represents a standard training protocol.

### Rotarod

Motor coordination, balance, and motor learning were assessed using an accelerating rotarod (Ugo Basile, Schwenksville, PA) as previously described [58, 59]. The task requires the mice to walk forward in order to remain on top of the rotating cylinder rod. Mice were given 3 trials per day with a 30–60-min intertrial rest interval. Mice were tested over two consecutive days for a total of 6 trials. Latency to fall was recorded with a 300-s maximum latency.

### Repetitive self-grooming

Spontaneous repetitive self-grooming behavior was scored as previously described [45, 52, 58, 60, 61]. Each mouse was placed individually into a standard mouse cage (46 cm long × 23.5 cm wide × 20 cm high). The first 10-min was habituation and was unscored. Each subject was scored for cumulative time spent grooming all the body regions during the second 10 min of the test session.

### Three-chambered social approach

Social approach was tested in an automated three-chambered apparatus using methods similar to those previously described [45, 50, 52, 61, 62]. Three zones, defined using the EthoVision XT software, detected time in each chamber for each phase of the assay. Direction of the head, facing towards the cup enclosure, defined sniff time. The subject mouse was first contained in the center chamber for 10 min, then allowed to explore all three empty chambers during a 10-min habituation session, then allowed to explore the three chambers containing a novel object in one side chamber and a novel mouse in the other side chamber. Lack of innate side preference was confirmed during the initial 10 min of habituation to the entire arena. Novel stimulus mice were 129Sv/ImJ, a relatively inactive strain, aged 10–14 weeks, and matched to the 1b mice by sex. Number of entries into the side chambers served as a within-task control for levels of general exploratory locomotion.

### Male–female social interaction

The male–female reciprocal social interaction test was conducted as previously described [45, 52, 58, 60, 61]. Briefly, each freely moving male subject was paired for 5 min with a freely moving unfamiliar estrous WT female. Duration of nose-to-nose sniffing, nose-to-anogenital sniffing, and following were scored using Noldus Observer 8.0XT event recording software (Noldus, Leesburg, VA). Ultrasonic vocalization spectrograms were displayed using Avisoft software, and calls were identified manually by a highly trained investigator blinded to genotype.

### Fear conditioning

Delay contextual and cued fear conditioning was conducted using an automated fear-conditioning chamber (Med Associates, St Albans, VT, USA) as previously described [45, 50, 52]. Training consisted of a 2-min acclimation period followed by three tone–shock (CS–US) pairings (80-dB tone, duration 30 s; 0.5-mA footshock, duration 1 s; intershock interval, 90 s) and a 2.5-min period during which no stimuli were presented. The environment was well lit (~ 100 lx), with a stainless steel grid floor and swabbed with vanilla odor cue (prepared from vanilla extract; McCormick; 1:100 dilution). A 5-min test of contextual fear conditioning was performed 24 h after training, in the absence of the tone and footshock but in the presence of 100 lx overhead lighting, vanilla odor, and chamber cues identical to those used on the training day. Cued fear conditioning, conducted 48 h after training, was assessed in a novel environment with distinct visual, tactile, and olfactory cues. The cued test consisted of a 3-min acclimation period followed by a 3-min presentation of the tone CS and a 90-s exploration period. Cumulative time spent freezing in each condition was quantified by VideoFreeze software (Med Associates).

### Acoustic startle and prepulse inhibition

Subjects were tested in San Diego Instruments startle chambers using standard methods as described previously [58, 63]. One trial type measured the response to no stimulus (baseline movement). The other five trial types measured startle responses to 40 ms sound bursts of 80, 90, 100, 110, or 120 dB. The maximum startle amplitude over this sampling period was taken as the dependent variable. For prepulse inhibition of acoustic startle, mice were presented with each of seven trial types across six discrete blocks of trials for a total of 42 trials, over 10.5 min. One trial type measured the response to no stimulus (baseline movement) and another measured the startle response to a 40 ms, 110 dB sound burst. The other five trial types were acoustic prepulse stimulus plus acoustic startle stimulus trials. The trial types were presented in pseudorandom order such that each trial type was presented once within a block. Prepulse stimuli were 20 ms tones of 74, 78, 82, 86, and 92 dB intensity, presented 100 ms before the 110 dB startle stimulus. The maximum startle amplitude over this sampling period was taken as the dependent variable. A background noise level of 70 dB was maintained over the duration of the test session.

### Seizure susceptibility following administration of pentylenetetrazole

Subjects were weighed then administered pentylenetetrazole (80 mg/kg) intraperitoneally. Dosing was conducted in the morning (9:00–12:00) in a dim (~ 30 lx) empty holding room. Directly after administration of the convulsant, subjects were placed in a clean, empty cage, and subsequent seizure stages were live-scored for 30 min. Seizure stages were scored using latencies to (1) first jerk/Straub’s tail, (2) loss of righting, (3) generalized clonic-tonic seizure, and (4) death. Time to each stage was taken in seconds and compared by genotype. Unpaired Student’s *t* tests were used to analyze latencies to first jerk, loss of righting, generalized clonic-tonic seizure, and death.

### Thermal induction of seizures in juveniles (febrile seizure paradigm)

Subjects were acclimated to an arena for 10 min maintaining temperature at 37.5 °C. Temperature was increased 0.5 °C every 2 min until animal showed behavioral seizure or a max temperature of 42.5 °C was reached.

Observer recorded the type of seizure, and the temperature at which the behavioral seizure was observed using the Racine score from the literature for febrile seizures:

1. Staring
2. Head nodding
3. Unilateral forelimb clonus
4. Bilateral forelimb clonus
5. Rearing and falling
6. Clonic seizure

### EEG implantation

Wireless EEG transmitters were implanted in anesthetized test animals using continuous isoflurane (2–4%). A 2–3-cm midline incision was made over the skull and trapezius muscles, then expanded to expose the subcutaneous space. Implants were placed in the subcutaneous pocket lateral to the spine to avoid discomfort of the animal and displacement due to movement. Attached to the implant were 4 biopotential leads made of a Nickel-Colbalt-based alloy insulated in medical-grade silicone, making up two channels that included a signal and reference lead. These leads were threaded towards the cranial part of the incisions for EEG and EMG placement. The periosteum was cleaned from the skull using a sterile cotton-tip applicator and scalpel then two 1-mm diameter burr holes were drilled (1.0 mm anterior and 1.0 mm lateral; − 3.0 mm posterior and 1.0 mm lateral) relative to bregma. This lead placement allowed for measurement of EEG activity across the frontal cortical area. Steel surgical screws were placed in the burr holes and the biopotential leads were attached by removing the end of the silicone covering and tying the lead to its respective screw. Once in place, the skull screws and lead connections were secured using dental cement. For EMG lead placement, the trapezius muscles of the animal were exposed, and each lead was looped through and sutured to prevent displacement. Finally, the incision was sutured using non-resorbable suture material and the animals were placed in a heated recovery cage where they received Carprofen (5 mg/kg; i.p.) directly after surgery and 24 h post-surgery as an analgesic. Subjects were individually caged with ad libitum access to food and water for 1-week before EEG acquisition and monitored daily to ensure proper incision healing and recovery. Each implantation surgery took < 45 min, and no fatalities were observed.

### EEG acquisition

EEG data was acquired using Ponemah (Data Sciences International, St. Paul, MN, USA) and subsequently analyzed using the Neuroscore automated software (Data Sciences International, St. Paul, MN, USA). Subjects were recorded for 24-h baseline in their home cage before administration of 80 mg/kg pentylenetetrazole (Sigma Aldrich, St. Louis, MO, USA) injected intraperitoneally. EEG and EMG were continuously sampled at 500 Hz. Spiking was defined as activity above an absolute threshold of 200–1000 μV that lasted between 0.5 and 100 ms, while spike trains had a minimum duration of 0.5 s, a minimum spike interval of 0.05 s, and a minimum of 4 consecutive spikes. Power spectral densities were determined using a periodogram transformation from amplitude to frequency domains then log transformed for clearer data illustration. Latency to seizure onset and subsequent death following administration of PTZ was first quantified by observed latencies then confirmed by spectral EEG and amplitude response read-outs. One-way ANOVA was used to analyze bouts of spike train activity and latency to seizure onset and death between genotypes. An overall ANOVA was used to detect a genotype difference across power bands, then genotype differences were analyzed within power bands using multiple comparisons.

### Luciferase assay

We constructed luciferase reporter plasmids by cloning a ~ 900-bp region containing human 1b [30] into the pGL4.24 vector (Promega) upstream of the minP, primers in Table 4. HEK293 cells or SK-N-SH cells (40–60% confluent) were transfected using Lipofectamine 3000 (Invitrogen) with each construct (400 ng) and the Renilla luciferase expression vector pRL-TK (40 ng; Promega) in triplicate. After 24 h, the luciferase activity in the cell lysates was determined using the Dual Luciferase Reporter System (Promega). Firefly luciferase activities were normalized to that of Renilla luciferase, and expression relative to the activity of an inactive region of non-coding DNA (NEG2) was noted.

**Table 4:** Primers for cloning regions from human DNA

Target	Sequence (5′–3′)
human 1b	F-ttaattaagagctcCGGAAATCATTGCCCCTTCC
	R-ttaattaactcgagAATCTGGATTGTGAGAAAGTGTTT
Human NEG2	F-ccggagctcTGGTATGGGTGAAAACGGCT
	R-cggctcgagGAGGTTTGTGGGGAGGAGTG

### CRISPR/dCas9 in HEK293 cells

HEK293 cells were transfected with 500 ng of equimolar pooled SCN1A_h1b sgRNAs (Table 5) and 500 ng dCas9^p300Core^ (Addgene, plasmid #61357) using Lipofectamine 3000. After 24 h, media was refreshed. Forty eight hours following transfection, RNA was collected using RNAqueous kit (Ambion) and cDNA was generated using Superscript III reverse transcriptase (Invitrogen). Changes in gene expression were quantified via qPCR using SYBR green, and primers are listed in Table 3.

**Table 5:** sgRNA sequences for CRISPR dCas9 induction

Target	Sequence (5′–3′)	Location (hg19)
h1b_1	GCTATTTGCTGATTTGTATTAGG	Chr2: 166128022 166128044
h1b_2	GAGGATACTGCAGAGGTCTCTGG	Chr 2: 166984479-166984501
h1b_3	GGAAGGTTGAGAGAGGAGGGGGG	Chr 2: 166984086-166984108
h1b_4	AGTATCTGCAGTATCATTGCTGG	Chr 2: 166983556 166983578
h1b_5	GGAAAATTCCATGCTGAGGTTGG	Chr 2: 166983037 166983059
h1b_6	TGAATGGCCACAGAGATTTACGG	Chr 2: 166982669 166982691

## Results

### Scn1a 1a and 1b chromosomal regions physically interact and share chromatin signatures indicating pan-neuronal transcriptional activator regulatory activity

To define the regulatory landscape of the *SCN1A* locus, we examined publicly available chromosome conformation (Hi-C), transcriptomic and epigenomic data obtained from analysis of human and mouse brain tissues (Fig. 1a, d, S1). We generated contact heatmaps from published Hi-C from prefrontal cortex [64] (PFC) at 10-kb resolution (Additional file 1: Fig. S1a), and for additional tissues at 40-kb resolution [64] (Additional file 1: Fig. S1c). In PFC, *SCN1A* was located at the boundary of two major TADs (topological associated domains), with extensive local interactions within the *SCN1A* locus. Differential analysis of Hi-C from PFC versus lung showed stronger local interactions in PFC (Additional file 1: Fig. S1b), while there were no major differences between the PFC and hippocampus, suggesting brain-specific local *SCN1A* chromosomal interactions (Additional file 1: Fig. S1c).

**Fig. 1:**
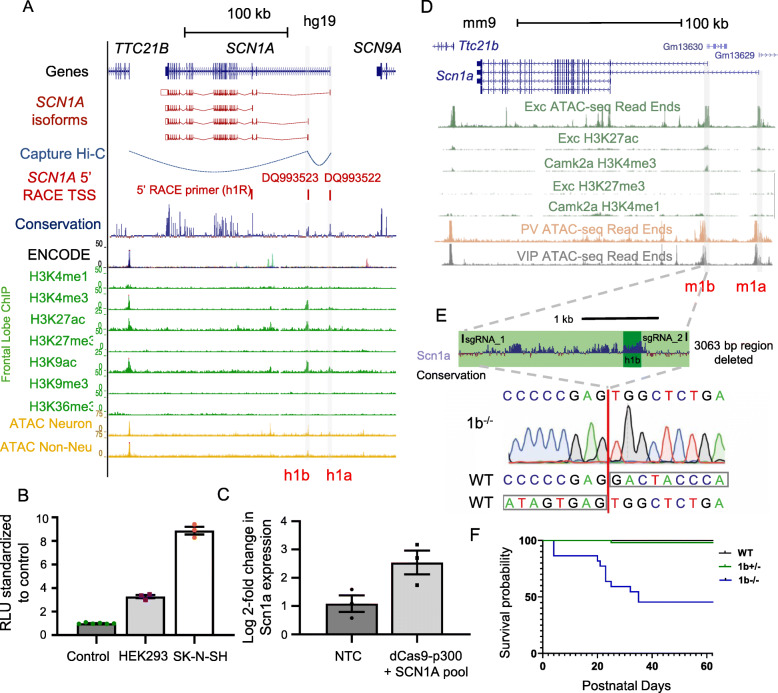
Genomic context of *SCN1A* gene and Scn1a 1b deletion mouse model generation. **a** Human (hg19) *SCN1A* locus showing signal for histone PTMs and ATAC-seq for neuronal and non-neuronal cells derived from dorsolateral PFC. **b** Activity of human 1b region in luciferase assay with minimal promoter in HEK293 (****P < 0.0001) and SK-N-SH cells (****P < 0.0001) shown as mean ± SEM. **c** Transcriptional activation of *SCN1A* using gRNAs targeting 1b co-transfected with dCas9-p300 in HEK293 cells increases *SCN1A* expression (*P = 0.047) when compared to empty vector (EV) as measured by qPCR and normalized to non-transfected control, shown as mean ± SEM. **d** Mouse (mm10) *Scn1a* locus showing signal for histone PTMs and ATAC-seq for neuronal cell types. **e** Mouse Scn1a 1b locus showing guideRNA sequence targets for Cas9-directed deletion of mouse 1b removal of entire 3063 bp conserved region and sequence trace validating deleted region. **f** Survival curve for offspring from 1b^+/−^ by 1b^+/−^ breeding pairs. Data is from 13 litters that dropped from 3 generations of pairings combined. 1b^+/−^ and 1b^+/+^ log-rank *p* value = 0.5455; 1b^+/+^ versus 1b^−/−^ log-rank *p* value < 0.0001. For panels **a** and **d**, see text for data sources

Previous work using 5′ RACE [30] and luciferase assays defined regulatory sequences at *SCN1A*, including two genomic intervals, non-coding exons 1a and 1b, that are conserved between human and mouse and where the majority of *SCN1A* transcripts originate [30] (Fig. 1a). The locations of the 1a (GenBank: DQ993522) and 1b (GenBank: DQ993523) TSSs are shown as mapped in earlier work [30, 32]. DNA sequence at 1a and 1b is highly evolutionarily conserved across vertebrates. Notably, conservation at 1b extends nearly 3 kb downstream of the defined UTR transcribed sequence. Interaction models from an independent capture Hi-C dataset [64] also suggested physical interaction between 1a and 1b as well as between 1b and the nearby *TTC21B* promoter (Fig. 1a).

We examined chromatin state at the *SCN1A* locus across seven histone post-translational modifications (PTMs) from human mid frontal lobe [40] (Fig. 1a). The strongest chromatin signatures for regulatory elements were at the previously defined 1a and 1b loci, with H3K27ac, H3K4me3 and H3K9ac, weak H3K4me1, and absence of H3K27me3, H3k9me3, and H3K36me3 in these regions. In ATAC-seq and H3K27ac across the majority of non-CNS tissues profiled in the ENCODE or Roadmap projects [40], 1a and 1b show reduced or absent signal, further indicating primary importance in the nervous system. In addition to 1a and 1b, there were several other non-coding regions showing weaker, but still significant enrichment for H3K27ac in brain, representing potential additional *SCN1A* regulatory elements. ATAC-seq from neuronal and non-neuronal cells from dorsolateral PFC (DLPFC) [42] showed that neuronal cells have increased chromatin accessibility across *SCN1A* generally (Fig. 1a), with specific enrichment at 1a, 1b, and a third region also within the first intron of *SCN1A*. Comparing human neuronal data with mouse ATAC-seq and histone PTM data [43], accessibility and chromatin states appeared largely conserved (Fig. 1a, d). Finally, ATAC-seq data [43] from sorted neuronal subtypes in mouse, including excitatory neurons and parvalbumin (PV) and vasoactive intestinal peptide (VIP) interneurons, indicated consistent open chromatin at *Scn1a* 1a and 1b across neuron types (Fig. 1d).

### The evolutionarily conserved Scn1a 1b non-coding region acts as a Scn1a transcriptional activator and is essential for survival

Taken together, the comparative and functional genomics data indicates evolutionarily conserved brain-specific pan-neuronal regulatory and TSS activity of 1a and 1b, with evidence for chromosomal physical interaction between the two promoters. The 1b region has been annotated as an alternative TSS, yet the extended region surrounding the annotated transcribed UTR also shows the strongest enrichment for evolutionary conservation and for chromatin signatures associated with strong enhancer activity (i.e., H3K27ac and H3K4me3) across non-coding regions of the *SCN1A* locus. We sought to validate the specific role of 1b DNA in activation of *SCN1A* expression. We used luciferase assay to functionally test the core human 1b (h1b) region in cell lines. A 941-bp region containing 1b and conserved flanking sequence induced expression in HEK293 and SK-N-SH cells when cloned into a vector with a minimal promoter (Fig. 1b). To further demonstrate the regulatory role of 1b in *SCN1A* expression, we showed that a pool of 6 sgRNAs targeted to human 1b sequence and delivered along with dCas9-p300, an inactivated Cas9-histone acetyltransferase fusion protein [65], was sufficient to induce *SCN1A* expression 2.5-fold in HEK293 cells compared to non-transfected control (Fig. 1c).

The strength of evolutionary conservation and transcriptional activation-associated epigenomic signatures at the extended 1b interval is paradoxical considering its presumed role as a secondary TSS. Thus, we sought to test whether the extended 1b regulatory region is essential for *Scn1a* expression, and whether loss of this element is sufficient to produce seizures and DS-relevant phenotypes in mice. We used CRISPR/Cas9 targeting of C57BL/6N oocytes to generate mice harboring a 3063-bp deletion of the interval flanking the 1b regulatory element of *Scn1a*, removing the entire mammalian conserved region (Fig. 1e). We expanded this *Scn1a 1b* deletion line (hereafter referred to as 1b) via at least six generations of breeding to wildtype C57BL/6N (WT) mice, eliminating potential off-target Cas9-induced mutations.

Previous studies have found that mice harboring homozygous coding mutations to *Scn1a* die in the third postnatal week and mice with heterozygous coding mutation exhibit reduced survival [20, 26]. In comparison, 46 female WT by heterozygous male (1b^+/−^) harem trio pairings yielded 41 litters, and survival rates of 1b^+/−^ and WT littermate pups were indistinguishable (log-rank *p* = 0.8458); however, female 1b^+/−^ by 1b^+/−^ male harem trios required nearly double the number of pairings (*n* = 74) to produce only 13 litters. This was caused by both reduced rates of pregnancy, as determined via regularly weighing females, and by increased litter cannibalism in the neonatal period. Among the 13 litters that were produced, the three genotypes were born at expected Mendelian frequencies (Additional file 2: Table S1). While survival rates for 1b^+/−^ and WT littermate pups from these litters were indistinguishable (log-rank *p* = 0.5455), 48% of homozygous 1b deletion (1b^−/−^) mice died by weaning (Fig. 1f, log-rank *p* < 0.0001). Thus, 1b^+/−^ mice survive, but female carriers were less efficient at producing viable litters, severely impacting generation of homozygous 1b deletion offspring. 1b^−/−^ pups were visibly smaller and failed to thrive, though around half survived to maturity. In addition, 1b^−/−^ exhibited spontaneous seizures during routine handling, consistent with expected neurological impact of significant decrease in *Scn1a* expression.

We tested 1b^+/−^ mice for measures of general health and utilized a Fox developmental battery [51] and found no deficits in growth, reflexes, and limb strength (Additional file 3: Table S2). 1b^−/−^ pups were not evaluated for these milestones, as spontaneous seizures were observed, so handling was minimized to increase survival.

### Loss of extended 1b interval causes loss of Na_V_1.1 across postnatal brain regions

We first sought to test if 1b ablation resulted in changes in amount and regional distribution of *Scn1a* transcript and Na_V_1.1 protein in mouse brain. Expression of *Scn1a*/Na_V_1.1 begins in the early postnatal period and reaches high expression throughout the brain by 4 weeks of age [66]. We focused on the cerebellum, hippocampus, and cortex, where we detected Na_V_1.1 by immunohistochemistry in WT mice by P28 (Fig. 2a–c). We tested for reduced *Scn1a* RNA expression via quantitative reverse-transcription PCR (qRT-PCR) performed on cortex, hippocampus, and cerebellum of 3-month-old *Scn1a* 1b deletion carriers and WT littermates (WT *n* = 4, 1b^+/−^ *n* = 5, 1b^−/−^ *n* = 7) (Fig. 2d). In agreement with GTEx [32] and previous studies [30], we observed the highest level of WT *Scn1a* expression in the cortex with expression in cerebellum and hippocampus 34% and 60% lower, respectively. When comparing 1b deletion to WT mice (ANOVA with Tukey’s post hoc), there was a reduction in *Scn1a* expression as measured by qPCR in 1b^−/−^ mice in all 3 regions tested (reduced by 57% in the cortex, 62% in the hippocampus and 59% in the cerebellum). 1b^+/−^ *Scn1a* expression was not significantly reduced versus WT, but did show a trend towards an intermediate level between WT and 1b^−/−^ levels (Fig. 2d).

**Fig. 2:**
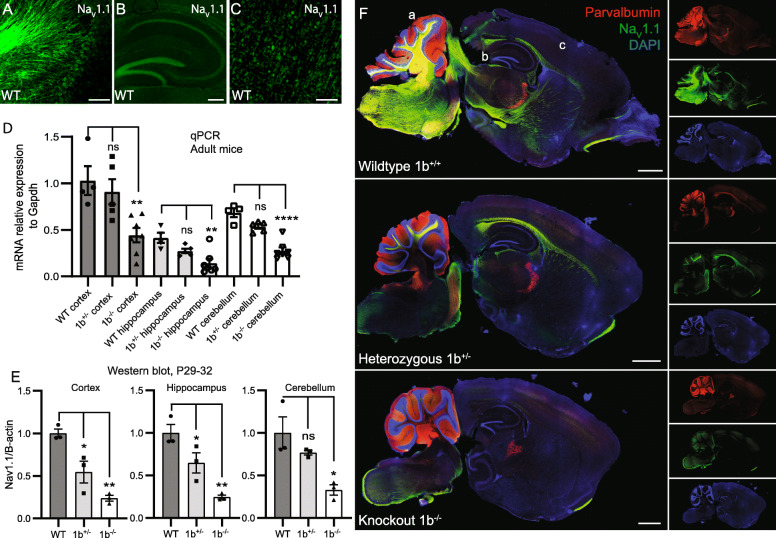
*Scn1a* expression is reduced in 1b deletion mouse model. **a**–**c** Immunofluorescent analysis of Na_V_1.1 in wildtype mice across cerebellum (**a**), hippocampus (**b**), and cortex (**c**), regions taken from wildtype in panel **f**. Scale bars a and b = 100 μm, c = 250 μm. **d** Bar plot showing relative expression of *Scn1a* using qPCR in 3-month-old mice (mean ± SEM), values normalized to WT cortex. *Scn1a* expression reduced in 1b^−/−^ cortex vs WT cortex (**P = 0.0092), 1b^−/−^ hippocampus vs WT hippocampus (**P = 0.0029), and 1b^−/−^ cerebellum vs WT cerebellum (****P < 0.0001). **e** Western blots of P29-32 mouse brain membrane fractions, showing reduction of Na_V_1.1 protein in cortex of 1b^+/−^ (*P = 0.0174) and 1b^−/−^ (**P = 0.0014) mice, hippocampus of 1b^+/−^ (*P = 0.0445) and 1b^−/−^ (**P = 0.0025) mice and cerebellum of 1b^−/−^ (*P = 0.0142) mice. **f** Immunofluorescent analysis of sagittal sections of P28 mice revealed a reduction in Na_V_1.1 (green) expression in homozygous versus WT mice with no changes in parvalbumin (red) expression. Scale bars = 1 mm

Reduction in protein expression across the mouse brain was evaluated by Western blot analysis of the membrane fraction from prepared cortex, hippocampus, and cerebellum from mice aged P29–32 (*n* = 3 each genotype). 1b^−/−^ mice had significantly decreased Na_V_1.1 protein expression (ANOVA with Tukey’s post hoc) compared to WT in all three regions, and 1b^+/−^ showed significant decreased expression in cortex and hippocampus and a trend towards reduced levels in cerebellum (Fig. 2e). Na_V_1.1 expression was reduced by 45% in 1b^+/−^ mice and 76% in 1b^−/−^ mice in the cortex, 35% in 1b^+/−^ mice and 75% in 1b^−/−^ mice in the hippocampus, and by 23% in 1b^+/−^ mice and 67% in 1b^−/−^ in the cerebellum (Fig. 2e). Raw Western blots including blots of the cytoplasmic fraction can be seen in Additional file 1: Fig. S2. These results are consistent with qPCR results and show that deletion of the extended 1b interval had a larger than expected impact on *Scn1a* and Na_V_1.1 expression considering the proportion of transcripts expected to originate at this element.

With immunofluorescence (IF), we compared qualitative distribution of expression of Na_V_1.1 along with the interneuron marker parvalbumin across 1b^−/−^, 1b^+/−^, and 1b^+/+^ mice at P28 (*n* = 3 each genotype) (Fig. 2f and raw images in Additional file 1: Fig. S3). Notably, deletion of 1b appeared to generally reduce Na_V_1.1 expression, rather than specifically impact certain brain regions, consistent with 5′ RACE TSS activity [30]. Consistent with Western blot quantifications, there was subtle apparent reduction in Na_V_1.1 IF in the brainstem and midbrain between WT and 1b^+/−^ mice, while 1b^−/−^ mice had obvious reduction of expression in the brainstem, midbrain, cerebellum, and hippocampus.

### Adult mice harboring heterozygous 1b deletion are susceptible to seizures and exhibit abnormal EEG activity

Given the general failure to thrive, developmental lethality, and spontaneous behavioral seizures in homozygous 1b^−/−^ mice, we focused on heterozygous 1b^+/−^ mice to test for more subtle phenotypes associated with two seizure induction paradigms, exposure to heat and the chemoconvulsant pentylenetetrazole (PTZ), paired with EEG recording. Thermal-evoked seizures are a hallmark of DS and *SCN1A*-associated epilepsy models [67, 68], and thus, we tested whether these were induced in 1b^+/−^ mice. P22 1b^+/−^ mice and WT littermates (*n* = 9 per genotype of mixed sex) were subjected to a gradual 0.5 °C increase in body temperature every 2 min from 37.5 °C to 42.5 °C, mimicking the increase in body temperature during a fever. 1b^+/−^ mice displayed heat-induced behavioral seizures at 41.5 °C (Fig. 3a) as measured by the Racine scale (Fig. 3b) while WT did not present with seizures (Fig. 3a, b).

**Fig. 3:**
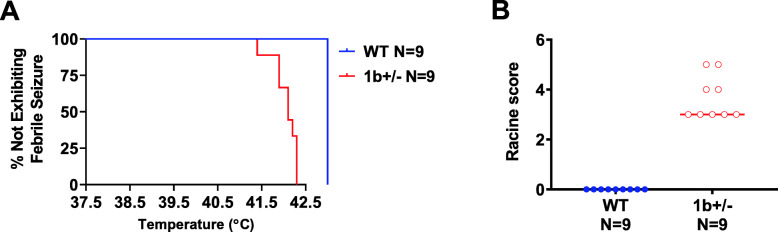
Thermal-evoked febrile seizures in 1b^+/−^ mice and WT littermates. **a** The 1b^+/−^ mice began to have seizures at 41.5 °C (**b**) as measured by the Racine scale

To corroborate and further characterize induced seizure susceptibility, we used a second paradigm, PTZ seizure induction [69]. First, we performed a dose response analysis on mice of the C57BL/6 N background strain to identify a PTZ dose that allowed for observations of all stages of behavioral seizure in addition to EEG seizures (Additional file 1: Fig. S4). To test for induced seizure susceptibility, male and female 1b^+/−^ and WT littermate mice were intraperitoneally administered 80 mg/kg of PTZ. After administration, latencies to first jerk, loss of righting, generalized clonic-tonic seizure, and full tonic extension were measured. In comparison to WT littermates, PTZ-treated 1b^+/−^ mice exhibited increased seizure susceptibility across all measures (Fig. 4a–d: first jerk *t*_(1, 30)_ = 2.171, *p* = 0.038; loss of righting *t*_(1, 30)_ = 2.160, *p* = 0.039; generalized clonic-tonic seizure *t*_(1, 30)_ = 2.128, *p* = 0.042; full tonic extension *t*_(1, 30)_ = 2.207, *p* = 0.035, unpaired Student’s *t* tests).

**Fig. 4:**
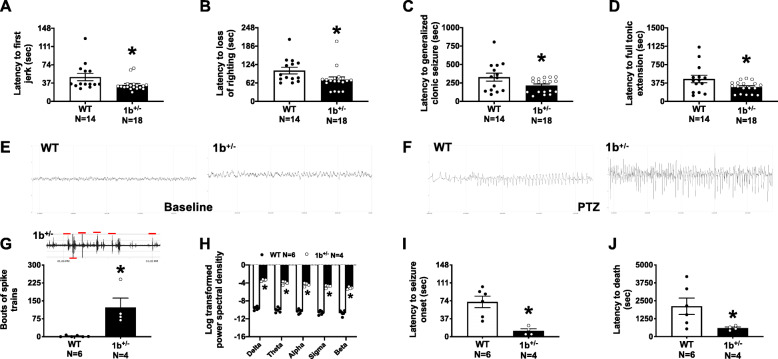
Increased seizure susceptibility and abnormal EEG in heterozygous 1b deletion mice. **a**–**d** Latency measures were observed after an i.p. injection of 80 mg/kg PTZ over the course of a 30-min trial. Reduced latencies to first jerk, loss of righting, generalized clonic seizure, and full tonic extension were observed in 1b^+/−^ mice when compared to WT littermate controls. EEG was collected using a wireless telemetry system before and after an i.p. injection of 80 mg/kg PTZ. **e**, **f** Representative EEG traces of WT and 1b^+/−^ mice during baseline EEG recording and subsequent PTZ response. Powerband calculations and spiking events were automatically scored. **g** 1b^+/−^ mice had significantly more spiking events and spike trains during baseline EEG acquisition when compared to WT. Scored spiking events are shown on a 1b^+/−^ representative trace and indicated by red lines. **h** 1b^+/−^ mice also had significantly higher power across all frequency bins, Delta (0–4 Hz), Theta (4–8 Hz), Alpha (8–12 Hz), Sigma (12–16 Hz), and Beta (16–30) during baseline when compared to controls. Finally, seizure susceptibility was confirmed with EEG after PTZ administration. **i**, **j** Reduced latencies to seizure onset and death were observed in 1b^+/−^mice. *, *p* < 0.05, *t* test

Finally, to test for spontaneous neurophysiological phenotypes in 1b^+/−^ mice and to link PTZ-induced behavioral seizures with electrophysiological activity, skull screws for EEG and EMG were implanted in a second group of animals of both sexes and recordings were made over a 24-h interval, with PTZ induction at the end of the recording period. Comparison of EEG signatures for 1b^+/−^ and WT littermates prior to PTZ administration show elevated spontaneous spiking events and spike trains in 1b^+/−^ mice and increased power spectral density signatures (Fig. 4e, f). Spiking activity measured by bouts of spike trains was significantly higher in 1b^+/−^ when compared to WT littermate controls (Fig. 4g: *t* (1, 8) = 3.812, *p* = 0.005), indicating heightened excitability. 1b^+/−^ deletion subjects also had higher power detected across all frequency bins when compared to WT (Fig. 4h: F (1, 8) = 423.9, *p* < 0.0001, multiple comparisons all had *p* < 0.0001). At the end of the recording period, PTZ administration in implanted mice reproduced the faster latency to seizure onset and trends towards faster latency to death (Fig. 4i, j: *t* (1, 8) = 3.920, *p* = 0.004, *t* (1, 8) = 2.103, *p* = 0.068, compared to WT by unpaired *t* tests), and revealed corresponding increases in EEG activity in response to PTZ. There were no sex differences in induced seizure or EEG outcomes in 1b^+/−^ mice. Overall, these experiments revealed elevated spontaneous EEG spiking and irregular neural signatures, and link PTZ-induced behavioral seizures with increased neurophysiological activity in 1b^+/−^ mice.

### Homozygous but not heterozygous 1b deletion causes cognitive deficits in novel objection recognition (NOR) and spontaneous alternation in the Y-maze

To investigate the impact of 1b deletion on behavior, we performed a tailored battery focused on learning and memory and motor abilities on 1b^+/−^ and surviving 1b^−/−^ male and female mice (see “Methods” section for details). 1b^+/−^ mice of both sexes were additionally tested in a comprehensive behavioral battery of standard assays of overall physical health across development, sensorimotor reflexes, motor coordination, anxiety-like, and social behavior to test for subtler phenotypes that might be present in the heterozygous mutants. Details of the administration of behavioral testing are described in “Methods”, and results from these experiments are summarized in Additional file 4: Table S3.

Cognitive deficits were observed in 1b^−/−^ but not 1b^+/−^ mice in two corroborating assays of learning and memory, NOR, and Y-maze. Following established NOR methods [50, 53], manual scoring by a highly trained observer blinded to genotype indicated WT and 1b^+/−^ mice spent more time investigating the novel object versus the familiar object, as expected. In contrast, 1b^−/−^ homozygous mice did not exhibit typical novel object preference (Fig. 5a: within genotype repeated measures (paired *t*-test) WT *p* = 0.002; 1b^+/−^ mice *p* = 0.018, *, novel versus familiar), illustrating recall of the familiar object and learning. Yet the 1b^−/−^ mice did not exhibit this typical learning and memory (*p* = 0.8698). Sexes were combined since there was no sex difference observed on time spent sniffing objects (Additional file 5: Table S4). Control data illustrating no preference for the left or right objects and sufficient time spent investigating the objects is shown in Fig. 5b. 1b^−/−^ mice were also impaired on the Y-maze, making less alternation triads compared to WT and 1b^+/−^ mice (Fig. 5c: F _(2, 62)_ = 5.693, *p* < 0.005). Sidak’s multiple comparisons indicated the 1b^−/−^ differed from the WT (*p* = 0.0192) and 1b^+/−^ (*p* = 0.0047) mice.

**Fig. 5:**
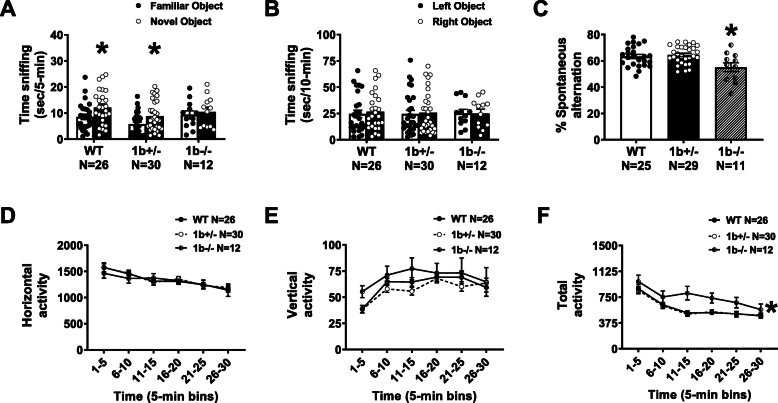
*Scn1a* 1b homozygous deletion mice exhibit learning and memory impairments without confounds in gross motor abilities. Recognition memory was assessed using a novel object recognition assay. **a** 1b^−/−^ mice did not spend more time sniffing the novel object over the familiar object. 1b^+/−^ and WT performed with typical preference. **b** All genotypes showed no preference for either the left or right object during the familiarization phase indicating no innate side bias confounds of lack of object exploration, in the novel object recognition trials. *, *p* < 0.05, paired-test within genotype using the familiar versus novel object for comparison. **c** Working memory impairments were observed by lower percentages of spontaneous alternation in the Y-Maze. *, *p* < 0.05, one-way ANOVA. **d** No genotype differences in horizontal (**d**) or vertical (**e**) activity counts in the 1b^+/−^ and 1b^−/−^ mice compared to their wildtype littermate controls. **f** 1b^−/−^ deletion mice were hyperactive in total activity during two different 5-min bins of the 30-min assay. Moreover, when total activity is summed and re-graphed as a bar graph, comparisons between 1b^−/−^ versus WT and 1b^+/−^ in total movement were observed. Analyses include both males and females. *p < 0.05, repeated measures ANOVA, main effect of genotype

Most parameters of gross motor skills and motor coordination were similar across genotypes (Additional file 4: Table S3). In the open field novel arena assay of locomotion, 1b^−/−^ were hyperactive during 10 min of the 30-min session. The time course for horizontal, total, and vertical activity was as expected across time, showing normal acclimation to the arena in all genotypes. Horizontal and vertical activity did not differ between genotypes (Fig. 5d, e; F _(2, 80)_ = 0.1401, *p* > 0.05). However, 1b^−/−^ mice were hyperactive in total activity (Fig. 5f; F _(2, 80)_ = 5.117, *p* < 0.008, Two-way repeated measures ANOVA, genotype × time). Sidak’s multiple comparisons indicated comparisons between the 1b^−/−^ versus the WT mice differed at time of bins 11–15 (*p* = 0.0014) and differed between the 1b^−/−^ and 1b^+/−^ mice at time bins of 11–15 (*p* < 0.0001) and 16–20 (*p* = 0.0270). In addition to highlighting a clear hyperactive phenotype in the 1b^−/−^ mice, linked to DS and numerous NDDs [70, 71], these results indicate that there were no gross motor abnormalities, inability to rear, or hindlimb weakness that would prevent movement in the learning and memory assays that utilized objects and maze exploration.

1b^+/−^ mice did not exhibit significant consistent phenotypes in a comprehensive battery of assays standard for examining mouse models of NDDs (Additional file 4: Table S3). For example, 1b^+/−^ mice spent less time in the dark chamber in the light-dark assay (*t*_(1, 69)_ = 2.121, *p* = 0.0375, unpaired two-tailed *t*-test) suggesting elevated anxiety-like behavior, yet no corroborative significance was observed in the plus maze. Reduced male–female ultrasonic vocalizations in 1b^+/−^ males in the reciprocal social interaction test alludes to aberrant social communication but no corroborative social behavior events were detected (*t*_(1, 25)_ = 2.143, *p* = 0.0420, unpaired two-tailed *t*-test). Also, a three-chambered approach was typical. Applying rigorous standards used for behavioral studies of NDD models, the absence of two corroborating assays or indices of anxiety-like behavior and sociability precludes us from interpreting these findings as robust phenotypes [72, 73]. For all behavioral assays, no sex differences were identified between male and female 1b deletion mice (Additional file 5: Table S4).

### Differential gene expression in Scn1a 1b deletion mouse hippocampus

We used RNA sequencing (RNA-seq) at P7 and P32 to examine *Scn1a* isoform expression and transcriptional pathology associated with 1b deletion. At P7, forebrain from WT (*n* = 2), 1b^+/−^ (*n* = 4), and 1b^−/−^ (*n* = 2) mice was compared. At P32, analysis was performed on microdissected hippocampus tissue in two rounds. We focused on hippocampus as an example P32 tissue, as hippocampal ablation of *Scn1a* has been specifically linked to seizure and DS-relevant cognitive deficits in mice [74]. For P32, we first compared 1b^−/−^ (*n* = 2) and WT (*n* = 2) mice using 50 bp single-end read approach. Next, we compared of WT (*n* = 3) and 1b^+/−^ (*n* = 4) mice using 150 bp paired-end read methods in order to more deeply sample reads covering the 1a and 1b UTR region of the *Scn1a* transcript.

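The data analysed here are the raw counts per gene of the 11 P32 hippocampus libraries, 4 from the homozygous round and 7 from the heterozygous round, deposited by the authors as 1 table per round. Hippocampus was dissected at postnatal day 32 according to the paper, while the sample labels give the age as adult. The P7 libraries were not analysed here. The authors aligned the reads to mm9 with STAR 2.7.2 and counted them per gene with featureCounts, without normalization. In the homozygous round, 21777503 and 20667122 reads were counted on genes in the WT libraries, and 36145161 and 32737135 in the 1b-/- libraries. In the heterozygous round, the totals ran from 22852858 to 28285623 in the WT libraries (median 26321927) and from 25327741 to 28028995 in the 1b+/- libraries (median 26523866.5). Reads on Rn45s, the ribosomal RNA precursor, made up 2.38% to 4.45% of the counts in the heterozygous round and 0.0718% to 0.144% in the homozygous round, so the rounds differ in more than read length. Replicates of a condition differed by far more than sampling noise, with a chi-square per gene between 6.198 and 82.2, and all were kept as separate mice. From the counts, genes with at least 1 CPM (counts scaled to library size) in at least 1 library were kept, libraries were scaled by TMM factors, and each mutant group was compared with the WT mice of its own round by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 9.13% in the heterozygous and 22.9% in the homozygous round, which had only 2 mice per genotype. Fold changes and calls depend on the filter, the scaling, the dispersion estimate and the test.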

At both P7 and P32, *Scn1a* expression showed significant 1b dosage-dependent decrease using an additive model (Additional file 6: Table S5–7). 

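For P32, an additive model was fitted to all 11 libraries, with the sequencing round and the number of deleted 1b alleles as terms, over 14905 genes of the 23644 that both tables hold. Scn1a had a log2 fold change of -1.14 per deleted allele (standard error 0.18, adjusted p = 0.00973, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Permuting the genotypes within each round gave a two-sided exact p of 0.0143 over 210 permutations. With each library left out in turn, the slope stayed between -1.22 and -0.94. DESeq2 in place of edgeR moved the adjusted p most, to 2.3e-10, while its slope was -1.14. The difference between the log2 fold changes, 1b-/- minus 1b+/-, was -2.36 (standard error 0.32, adjusted p = 8.7e-04 from the same test of the difference). This tests the difference against 0. With equal steps per allele on the log2 scale, the 1b-/- change would be 2 times the 1b+/- change, and the departure from that, a contrast added after seeing the data, was -1.89 (standard error 0.46, adjusted p = 0.0293 from the same test). Its adjusted p ran from 6.2e-04 to 0.108 over the alternatives and was above 0.05 with sex as a covariate and in 5 of the 7 fits without a heterozygous-round library, and the 2 steps come from separate rounds. The WT and 1b-/- libraries of the homozygous round also differed in marker genes of brain regions, and the rounds differed in read type.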

*Scn1a* expression was reduced compared to WT in 1b^+/−^ and 1b^−/−^ mice at P7, though this decrease was only independently significant in 1b^−/−^ mice and failed to pass stringent FDR threshold (*P* = 0.0047, FDR = 0.28). At P32, where we had increased power due to higher coverage and larger sample numbers and where *Scn1a* expression is much higher in WT, *Scn1a* was significantly lower in both heterozygous and homozygous 1b deletion mice (FDR = 0.00028 and 1.97 × 10 [11], respectively; Fig. 6a, b, Additional file 1: Fig. S5a).

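Scn1a, on chromosome 2 of mm9, was counted in each library. In the heterozygous round it stood at 97.7 CPM ± 15.5 (SD, n = 4) in 1b+/- mice and 136 CPM ± 31.0 (SD, n = 3) in WT mice, from 2272 to 3424 counts per 1b+/- library and from 2794 to 4830 per WT library. The log2 fold change was -0.47 (standard error 0.15), with an unadjusted p of 0.0122 and an adjusted p of 0.303 over 14630 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, since the female 1b+/- mouse reached 119.4 CPM and the lowest WT mouse 113 CPM. A two-sided exact permutation test over the 35 splits of these mice gave p = 0.0857, where 0.0286 is the smallest p the design allows. In the homozygous round Scn1a stood at 21.5 CPM ± 6.81 (SD, n = 2) in 1b-/- mice, from 533 and 927 counts, and at 153.3 CPM ± 27.5 (SD, n = 2) in WT mice, from 2963 and 3690 counts. The log2 fold change was -2.83 (standard error 0.27, adjusted p = 0.0211, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both 1b-/- mice lay below both WT mice, and a two-sided exact permutation test gave p = 0.333, the smallest p that 2 mice against 2 allow. In the alternatives set before the data were examined, the adjusted p of Scn1a lay between 0.136 and 1.00 in 1b+/- mice and between 4.9e-23 and 0.0209 in 1b-/- mice. A likelihood ratio test on trended then tagwise dispersions gave adjusted p-values of 0.0384 in 1b+/- mice and 2.8e-04 with sex as a covariate. It was chosen after seeing the data, among 14 combinations that gave from 9.3e-07 to 0.415. Leaving out WT replicate 1, which had the highest WT level, reduced the 1b+/- log2 fold change to -0.27. Thalamus markers summed to 746 CPM in that library, against 258 and 225 CPM in the other WT libraries of its round. Among 1b+/- libraries they were highest in replicate 4 (596 CPM, against 232 to 381 CPM), which also had the highest Scn1a of its group. Tissue content thus stays open for the spread of Scn1a in the heterozygous round. WT and 1b-/- libraries of the homozygous round also differed in markers of striatum, while on CPM scaled over all 11 libraries the mean of Scn1a was 151 in these WT libraries, 139 in the WT libraries of the heterozygous round and 21.1 in 1b-/- libraries. From the lower Scn1a expression in both genotypes (Fig. 6a, b), the paper concludes that 1b deletion reduces Scn1a at P32.

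**Figure D2:**
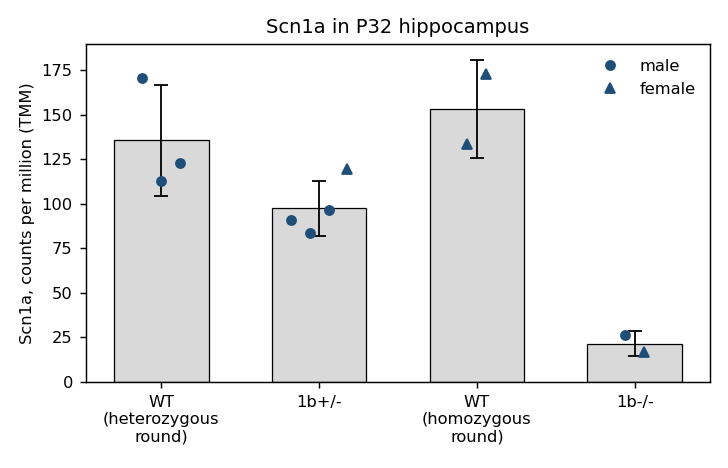
TMM-scaled Scn1a CPM (y axis) in each P32 library (points, with circles for males and triangles for females). Bars show the mean and error bars the SD of 3 WT and 4 1b+/- mice in the heterozygous round and 2 WT and 2 1b-/- mice in the homozygous round. Both 1b-/- libraries lie at or below 26.3 CPM, and the highest 1b+/- library lies above the lowest WT library.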

**Fig. 6:**
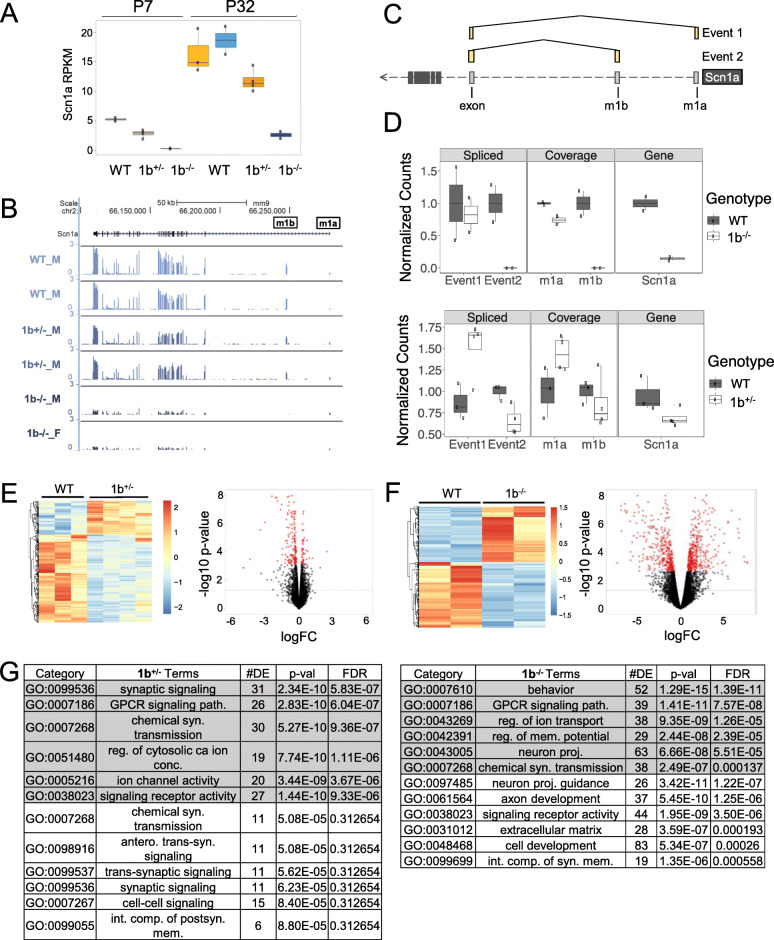
Differential gene expression with *Scn1a* 1b deletion. **a** Bar plot indicating RPKM *Scn1a* expression between WT and 1b^+/−^ or 1b^−/−^ mutants in postnatal day (P) 7 forebrain or P32 hippocampus, (mean ± SEM). **b** Mouse (mm9) *Scn1a* locus showing decrease in coverage in representative P32 heterozygous and homozygous 1b deletion carriers compared to wildtype controls. **c** Schematic showing splicing of m1a and m1b sequences with first *Scn1a* coding exon in reference. **d** Bar plots showing the number of sequencing reads that overlap each splicing event, m1b or m1a locus, and the entire *Scn1a* locus along the *x*-axis for P32 WT, 1b^+/−^, and 1b^−/−^ mice. The full table is included in the supplement. **e** Heatmap and scatterplot of differentially expressed genes in P32 1b^+/−^ mice. In the scatterplot, genes with FDR < 0.05 are in red while the dashed line indicates a *p* value < 0.05. **f** Heatmap and scatterplot of differentially expressed genes in P32 1b^−/−^ mice. In the scatterplot, genes with FDR < 0.05 are in red while the dashed line indicates a *p* value < 0.05. **g** Table showing select pathways enriched in differentially expressed genes for P32 1b^+/−^ (left) or 1b^−/−^ (right) mice. Pathways enriched in downregulated genes are shown in gray. Pathways enriched in upregulated genes are shown in white. Ontologies are biological pathways (BP), molecular function (MF), or cellular component (CC)

To compare transcripts arising from 1a and 1b at P32, when *Scn1a* expression in WT brain is high, we measured the number of splice junction reads that linked the 1a and 1b non-coding exons with the first *Scn1a* coding exon and the number of total reads that mapped unambiguously to 1a or 1b (Fig. 6c). As expected, splice junction and overlapping reads associated with mouse 1b were reduced in 1b^+/−^ mice and abolished in 1b^−/−^ mice (Fig. 6d, Additional file 1: Fig. S5b). Mouse 1a splice junction and overlapping reads appeared reduced in 1b^−/−^ mice, though there were relatively low numbers of reads mapping to these intervals (Fig. 6d top, Additional file 1: Fig. S5b left). In contrast, 1a-associated reads in heterozygous 1b deletion carriers were increased (Fig. 6d bottom, Additional file 1: Fig. S5b right). The increased 1a transcripts present in the 1b^+/−^, but not the 1b^−/−^ mice, is consistent with *trans* compensation by increased expression from the second *Scn1a* allele, but not with compensation of the deleted 1b in *cis* via increased 1a usage. 

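Relative to the WT mean of the same round, total Scn1a CPM at P32 were 72.0% ± 11.4 (SD, n = 4) in 1b+/- hippocampus and 14.0% ± 4.44 (SD, n = 2) in 1b-/- hippocampus, with the SD taken over the mutant mice alone.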

The change in total *Scn1a* reads from RNA-seq at P32 (Fig. 6d) was stronger than identified in adult brain tissues via qRT-PCR and Na_V_1.1 Western blot. Our findings suggest decreases in RNA and protein levels in 1b deletion mice that are higher than predicted based on the proportion of *Scn1a* transcripts originating at 1b observed here and in previous work [30].

We tested for differential expression across 15589, 14631, and 15002 genes that were robustly expressed in the P7, P32 heterozygous comparison, and P32 homozygous comparison RNA-seq datasets, respectively (RPKM values in Additional file 6: Table S5–7). 

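With the same filter of at least 1 CPM in at least 1 sample, 14630 of 24391 genes were tested in the heterozygous comparison and 14838 of 24015 in the homozygous comparison. Gene symbols that had been turned into dates, 27 per table, were counted in the library totals, of which they held at most 0.372%, and were left out of the fits that join both tables. On simulated counts with 200 genes changed by 1.5 on the log2 scale, the quasi-likelihood test recovered 99.5% of them at the size of the heterozygous comparison and 71.5% at that of the homozygous comparison. The changed genes were drawn from those with an average log2 CPM above 1. Smaller changes, such as that of Scn1a in 1b+/- mice (log2 fold change -0.47), were not simulated for these comparisons, so recovery at that size is not known.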

No genes flanking *Scn1a* showed consistent robust differential expression (DE) in 1b^+/−^ and 1b^−/−^ mice at P7 or P32, indicating that the major regulatory effects of the deleted *Scn1a 1b* interval are specific to *Scn1a* expression (Additional file 1: Fig. S5a). 

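Around Scn1a on chromosome 2 of mm9, the genes Scn3a (from 65295175 to 65405684), Scn2a1, Csrnp3, Galnt3, Ttc21b (from 66022384 to 66094674), Scn9a (from 66318137 to 66473009) and Scn7a were all tested at P32. None of these 7 genes had an adjusted p under 0.05 in either genotype (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), while 1 in 1b+/- mice and 4 in 1b-/- mice had an unadjusted p under 0.05. Adjusted over the list alone, 0 were called in 1b+/- mice and 3 in 1b-/- mice. These were Scn9a with a log2 fold change of -1.35 (standard error 0.26, adjusted p = 0.0584 over all genes), Scn3a with -0.57 (standard error 0.14, adjusted p = 0.0852) and Galnt3 with 1.47 (standard error 0.42, adjusted p = 0.113), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 1b+/- mice the log2 fold changes of the 7 genes lay between -0.56 and 0.13. Scn7a was called in 1b+/- mice (log2 fold change -0.81, adjusted p = 0.0401) by edgeR's likelihood ratio test on trended then tagwise dispersions with sex as a covariate, an alternative chosen after seeing the data, while its adjusted p lay between 0.262 and 1.00 under the alternatives set in advance. Scn9a, which lies next to Scn1a, was called at an adjusted p of 0.00645 in 1b-/- mice with edgeR's likelihood ratio test, and fitting all 11 libraries together called 4 of the 7 genes. These sodium channel genes are paralogs of Scn1a, and the counting could have split shared reads between them. Markers of striatum also differed between the WT and 1b-/- libraries of that round. The paper concludes from the flanking genes that the main regulatory effect of the deleted interval is specific to Scn1a.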

At P7, we identified 21 mostly downregulated DE genes in 1b^+/−^ carriers and 47 downregulated and 61 upregulated DE genes in 1b^−/−^ mice meeting an FDR < 0.05 threshold (Additional file 6: Table S8, S9). The small effect of 1b deletion on differential gene expression at P7 is consistent with the low expression and non-essential role of *Scn1a* in early postnatal development [75]. 

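In the heterozygous comparison at P32, 0 of 14630 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.0532. At an unadjusted p under 0.05 there were 1649 genes, 870 lower and 779 higher in 1b+/- mice, where chance alone gives 731.5 on average. Over the 35 splits of the 7 libraries into 4 and 3, that count ran from 147 to 1753. At least 1649 genes came from 2 of these splits, the real one among them, so the excess is not set apart from chance. The count depended on the test and on 1 library. Under edgeR's likelihood ratio test, 191 genes were called, of which 81.7% were lower. Without WT replicate 1 the quasi-likelihood test called 421 genes, 219 lower and 202 higher. The smallest adjusted p was shared by 7 genes. Among them were Dach1, with a log2 fold change of -1.19 (standard error 0.13) and 6.34 CPM ± 0.931 (SD, n = 4) in 1b+/- mice against 14.5 CPM ± 1.64 (SD, n = 3) in WT mice, and Trh, with -3.77 (standard error 0.45) and 1.18 CPM ± 0.885 (SD, n = 4) against 16.3 CPM ± 5.54 (SD, n = 3).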

Later in development, P32 heterozygous *1b* deletion was associated with 223 DE genes (175 downregulated, 48 upregulated) at FDR < 0.05 (Fig. 6e, Additional file 6: Table S10). Homozygous *1b* deletion carriers exhibited much stronger transcriptional impact, with a total of 723 DE genes (337 downregulated, 386 upregulated) DE at FDR < 0.05 (Fig. 6f, Additional file 6: Table S11). 

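In the homozygous comparison, 531 of 14838 genes had an adjusted p under 0.05, 225 lower and 306 higher in 1b-/- mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 3922 genes, where chance alone gives 741.9 on average. With 2 mice per genotype, 8865 genes (59.7%) had no overlap between the genotypes, and chance gives 33.3%. Fitting all 11 libraries together moved the count most, to 5541, and DESeq2 called 2144 genes. The genes with the largest decreases were Chat, with a log2 fold change of -7.06 (standard error 0.69, adjusted p = 0.0216), Impg1, at least 50.5-fold lower in 1b-/- mice (adjusted p = 0.0486), and Lhx8, at least 71.6-fold lower (adjusted p = 0.0345). Among those with the largest increases were Slc9a4 with 6.98 (standard error 0.57, adjusted p = 0.0204) and C1ql2 with 5.37 (standard error 0.15, adjusted p = 0.00298). C1ql2 stood at 75.4 CPM ± 5.14 (SD, n = 2) in 1b-/- mice and 1.82 CPM ± 0.0516 (SD, n = 2) in WT mice. On CPM scaled over all 11 libraries, the mean of C1ql2 was 36.1 in the WT mice of the heterozygous round, against 1.79 in the WT and 73.7 in the 1b-/- mice of this round. For Slc9a4 it was 14.0, against 0.160 and 20.5. The heterozygous-round WT means of Chat (0.389), Impg1 (0.116) and Lhx8 (0.1203) likewise lay nearer to those of 1b-/- mice (0.149, 0.0280 and 0.0444) than to those of the WT mice of this round (20.3, 4.34 and 6.15). The rounds differ in read type. The p-values in these sentences are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 14 marker genes of striatum that were tested, all 14 were lower in 1b-/- mice and 9 had an adjusted p under 0.05. Penk, a striatal marker chosen after its values were seen, stood at 1502 CPM ± 861 (SD, n = 2) in the WT mice and 54.1 CPM ± 24.2 (SD, n = 2) in the 1b-/- mice of this round. Scaled over all 11 libraries, its means were 1477 and 52.8 CPM, and 40.8 CPM in the WT mice of the heterozygous round.

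**Figure D3:**
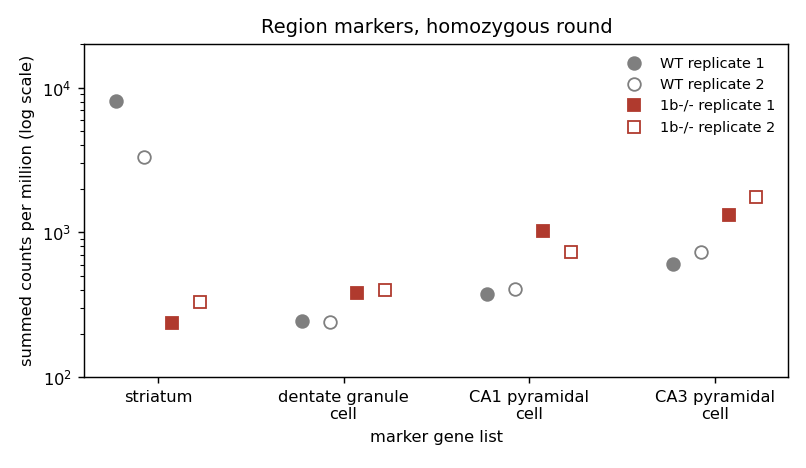
Summed CPM (y axis, log scale) of marker genes of striatum, dentate granule cells, CA1 and CA3 pyramidal cells (x axis) in each library of the homozygous round, with grey circles for WT and red squares for 1b-/- mice. For striatum both WT libraries lie above both 1b-/- libraries, and for the 3 hippocampal lists both lie below them.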

Volcano plots that show log2 fold change effect sizes and significance values for DE genes in 1b deletion mice shown in Fig. 6e, f. Gene set enrichment analysis of Gene Ontology (GO) found general synaptic signaling and function were enriched among downregulated DE genes in P32 heterozygous carriers, with no terms passing FDR < 0.05 criteria for upregulated genes. 

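GO gene lists were not used here. The mouse Reactome sets closest to the terms of Fig. 6g were tested in their place, with 96.8% to 98.9% of their members matched to the count tables. In 1b+/- mice, 1 of 4 sets passed an adjusted p of 0.05 by limma's camera test with a preset inter-gene correlation of 0.01. This was GPCR ligand binding, whose 183 tested members had a mean log2 fold change of -0.12 (adjusted p = 0.0186 by camera), with 124 of them lower. The call held under fry (adjusted p = 0.0331) and did not hold with an estimated correlation (adjusted p = 0.0778 by camera). Transmission across Chemical Synapses had a mean of -0.03 over 168 genes (adjusted p = 0.129 by camera), and Axon guidance and Extracellular matrix organization had adjusted p-values of 0.803 and 0.678 by camera.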

In P32 homozygous *1b* carriers, enriched terms for neuron development and differentiation were associated with upregulated DE genes while synaptic signaling and mature neuronal function terms were enriched among downregulated DE genes (Fig. 6g). 

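In 1b-/- mice, none of the same 4 sets passed by camera, and 1 had an unadjusted p under 0.05. This was Axon guidance, with a mean log2 fold change of 0.11 over 271 genes (adjusted p = 0.0772 by camera, and 0.247 by fry). Over the DE genes, one-sided Fisher's exact tests against all genes tested gave p = 1.9e-06 for the 13 lower genes of Transmission across Chemical Synapses and p = 0.0626 for its 7 higher genes. The log2 fold changes of its 170 genes had a mean of -0.10 and a median of 0.03, and camera gave an adjusted p of 0.700. For Axon guidance Fisher's exact tests gave p = 1.4e-05 for its 18 higher genes and p = 0.00849 for its 10 lower genes. GPCR ligand binding had 9 lower genes (Fisher's exact p = 0.00295) and 10 higher genes (Fisher's exact p = 0.00732). Genes of a set are not independent replicates, and WT and 1b-/- libraries of this round differed in markers of striatum. The paper reports enrichment of neuron development among upregulated and of synaptic function among downregulated genes.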

Heterozygous and homozygous *1b* deletion mutants shared 104 DE genes (Additional file 1: Fig. S5c), which were primarily downregulated and enriched for synaptic and differentiation terms (Additional file 1: Fig. S5d).

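With the thresholds of Fig. S5c, an unadjusted p under 0.05 and a fold change over 1.5 in both comparisons, 62 genes were shared among the 14151 tested in both, where 27.8 are expected by chance (odds ratio 2.96, one-sided Fisher's exact p = 1.7e-10 across genes). The 2 comparisons used separate WT mice. Genes are not independent replicates, and among the 35 splits of the heterozygous round's libraries into 4 and 3, the real one gave the most shared genes and the next gave 60. Of the 62 genes, 39 were lower in both mutants, 7 were higher in both and 16 went in opposite directions. Reading the fold change threshold on the natural log scale gave 120 genes. Requiring an adjusted p under 0.05 in both gave 0, as it must, since no gene passed in 1b+/- mice. Among all genes that moved the same way in both, whatever the size of the change, the 4 lower ones with the smallest p were Dach1, Dclk3, Tac1 and Tacr1, whose log2 fold changes were -1.19, -0.62, -0.93 and -1.15 in 1b+/- mice and -3.60, -1.86, -4.41 and -3.18 in 1b-/- mice. The 4 higher ones were Clstn2, Epha3, Grm2 and Neurod6, with 0.22, 0.29, 0.42 and 0.33 in 1b+/- mice and 1.30, 1.78, 1.88 and 2.32 in 1b-/- mice. These 4 did not reach the fold change threshold in 1b+/- mice and so are not among the 62. The 1b-/- changes are set against WT libraries that also differed in markers of striatum. On CPM scaled over all 11 libraries, the means there were 3.09, 2.90, 9.43 and 4.52 times the heterozygous-round WT means for the 4 lower genes. They were 0.453, 0.314, 0.535 and 0.500 times for the 4 higher ones. Striatum markers were also lower in 1b+/- mice (median log2 fold change -0.56), so tissue content stays open for shared genes. Across all 14151 genes, the log2 fold changes of the genotypes had a Pearson r of 0.0724 and a Spearman rho of -0.0710, and 45.2% of genes went the same way.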

## Discussion

The majority of functional studies of alternative promoters have been on genes where the multiple alternative TSSs are predicted to have discrete cell-type or tissue-specific activity [6–9]. However, recent studies of TSS usage and promoter interactions suggest a model where alternative promoters interact physically and are co-active in the same cells [12–14]. In these situations, it is largely unknown what the requirement for individual TSS and associated regulatory DNA may be. Here we focus on one specific putative non-canonical disease-relevant alternative promoter, a 3-kb evolutionarily conserved DNA region including the previously described *Scn1a *1b TSS. We show that full deletion of this interval from the mouse genome causes significant decrease in *Scn1a* expression and Na_V_1.1 protein and results in spontaneous seizures and high developmental lethality with significant cognitive and behavioral deficits in surviving mice. While phenotypes were less severe in heterozygous 1b^+/−^ mice, presence of temperature and PTZ-induced behavioral seizures and elevated observations of epileptiform indices in EEG in these mice indicate a milder phenotype with relevance to SCN1A-associated epilepsies [76–78]. Our results define 1b as an essential disease-relevant *Scn1a* regulatory region and show that loss of regulatory DNA associated with a non-canonical TSS can have a surprisingly strong and translationally relevant phenotypic impact.

There are multiple possible explanations for the observed strong impact of loss of the 1b interval on *Scn1a* expression. First, 1a and 1b isoforms may indeed be discretely regulated, but previous measures of 1b-originating transcripts must have significantly underestimated the actual contribution of 1b transcripts to *Scn1a* expression. However, there is no evidence that earlier studies were incorrect and our estimates of *Scn1a* overall and 1a and 1b RNA-seq read frequency in 1b deletion mice do not support this simple model. Alternatively, the 1b TSS could have increased activity earlier in development or 1b-associated regulatory DNA activity could also be required for 1a transcription. These models are both plausible and consistent with our results. Considering the frequency of promoter-promoter interaction and reported common co-expression of alterative TSSs in single neurons, many brain genes could share similar regulatory structure as *Scn1a*. Our findings are consistent with models suggesting regulatory DNA at putative alternative promoters and associated regulatory sequences contributes to transcriptional activation across interacting TSSs. Further experiments are needed to resolve the specific cellular, molecular, and developmental function and potential co-dependence of the 1a and 1b intervals and associated transcripts, and studies of other genes are needed to test if this phenomenon is widespread. Our findings represent initial insights into the essential regulatory roles of non-canonical promoters even when such TSSs produce mRNA encoding identical amino acid products.

Annotation of the genome has led to major gains in understanding transcriptional wiring, yet it has been surprisingly difficult to predict the sufficiency and necessity of specific regulatory elements, even those expected to be critical based on comparative and functional genomics [3, 10, 79]. Knockout mouse models have been a gold standard for testing the phenotypic consequences of mutations, and recent efforts deleting non-coding DNA have provided critical insights into the role of regulatory DNA [79–82]. Here, we used CRISPR/Cas9-mediated deletion to assess the role of the evolutionarily conserved 1b interval on higher-order neurological phenotypes in mice. Homozygous 1b deletion caused spontaneous seizures and behavioral deficits and had a strong impact on survival, demonstrating the essential nature of the deleted interval. Further studies are needed to define the minimal and core nucleotides within the 1b interval and to define proteins that bind and participate in regulation. In addition, similar functional studies of other *Scn1a* regulatory DNA elements, and specifically of the 1a region, are necessary to determine which regulatory DNA regions are necessary and sufficient for expression in the brain.

Heterozygous loss of the 1b interval appears to have a less severe impact compared to truncating *Scn1a* mutations, which are sufficient to reduce survival and cause behavioral and cognitive deficits relevant to DS and NDD in mice [20, 26]. It is possible that phenotypes are milder in heterozygous 1b deletion mice in this study compared to other *Scn1a* mouse models due to differences in genetic background or environment. In a review of *Scn1a*^+/−^ mouse models of Dravet syndrome [83], it was noted that those bred on a 6N background were more susceptible to hyperthermia-induced seizures, yet had milder spontaneous seizures and improved survival rates relative to 6J crosses. DS-model mice bred on 129/SvJ genetic background have a higher threshold for thermally induced seizures, no cognitive impairments, and reduced rates of premature death [84]. The 1b deletion mouse line was generated on a C57BL/6N background and thus it is possible that phenotypes are milder due to this compared to if they were bred with C57BL/6J. However, there is also evidence that the milder phenotypes in 1b deletion mice relative to *Scn1a* coding loss-of-function mutants is due to the different impacts on *Scn1a* dosage. Previously reported phenotypes of mice harboring heterozygous DS-associated *Scn1a* truncating mutations are similar to or less severe than homozygous 1b deletion phenotype identified here, suggesting stronger phenotypic impact in line with haploinsufficiency is produced by the more severe reduction in *Scn1a* expression caused by homozygous 1b deletion. In support of this, the P32 homozygous DE signatures of downregulated synaptic expression and upregulated expression of earlier neuronal differentiation and maturation genes are consistent with previous data on *Scn1a* truncating mutants [85]. Notably, these DE results could be driven by either developmental changes or reflect seizure pathology in 1b deletion mice [85]. Further studies of 1b deletion and *Scn1a* coding mutant mouse lines on the same genetic background will be needed to directly compare phenotype severity associated with 1b deletion.

While we did not identify spontaneous behavioral seizures or corroborated behavioral phenotypes in heterozygous 1b deletion mice, our characterization of 1b^+/−^ mice showed general epilepsy relevance. Heterozygous 1b deletion mice exhibited spontaneous spike trains and abnormal EEG spectral bandwidths. In particular, the EEG results with increased spike trains observed 1b^+/−^ mice are indicative of general seizure relevance. It is likely that the increased spike events at baseline are associated with susceptibility to thermally induced seizures seen in 1b^+/−^ mice. At 41.5 °C, the temperature of seizure onset is higher than those observed for global *Scn1a*^+/−^ mice (38.5 ± 0.2 °C) [86] and hippocampal Na_V_1.1 deletion mice (40.3 ± 0.2 °C) [74]. There are neurodevelopmental disorder genetic models where spontaneous behavioral seizures are not seen in mice while they are in humans [87–89]. As female 1b^+/−^ failed to efficiently reproduce, it is possible that milder but still DS-relevant behavioral and cognitive deficits are present in heterozygous 1b deletion mice. The degree to which 1b deletion is directly relevant to DS will require further studies. Regardless, our findings show the relevance of this novel *Scn1a* regulatory deletion mouse line to *SCN1A*-associated epilepsy.

The EEG spectral phenotypes in heterozygous 1b deletion mice overlap with other neurodevelopmental disorder and epilepsy models, and represent a potential translational biomarker for future investigation. Elevated delta spectral power is a biomarker of Angelman syndrome (AS) [90] and elevated beta spectral power is posited to be a biomarker of Dup15q syndrome [91, 92]. These disorders are of interest as there are co-occurring features with DS and epilepsy. AS and Dup15q both have high rates of seizures, cognitive disruption, and comorbid diagnosis with autism. Neural signatures in EEG by power bands can be similarly measured in both rodents and humans, and thus our findings have translational relevance [76–78]. Analysis of spike-firing and oscillatory activity during rewarded trials in touchscreen assays have recently been described in detail [93]. Given the behavioral deficits in cognitive function and firing activity identified here, future studies investigating behavioral outcomes and neurophysiological signals are warranted and will shed light on relationship between 1b deletion, EEG spectral phenotypes, and behavior.

*SCN1A*-associated epilepsies, including DS, remain difficult to treat as conventional sodium channel blockers are usually ineffective and may even exacerbate the disease [29, 94]. Precision therapies that rescue Na_V_1.1 haploinsufficiency in relevant cell types would be preferred to ameliorate symptoms and reduce side effects compared to more globally acting therapies. Using CRISPR/dCas9 induction, we increased *SCN1A* expression in HEK293 cells by targeting the 1b region. Application of a similar synthetic transcriptional activation therapeutic strategy has shown exciting promise in vivo in mice, where a dCas9-based activator combined with locus-specific guide RNA delivered to hypothalamus was capable of rescuing obesity phenotypes in *Sim1* and *Mc4r* heterozygous mutant mice [95]. dCas9-VP160 activation of *Scn1a* 1b, but not 1a, by a single sgRNA was able to enhance *Scn1a* expression in P19 cells [96]. Delivery of the guide and dCas9-VP64 via AAV intracerebroventricular injections to forebrain GABAergic interneurons in a model of Dravet syndrome ameliorated hyperthermia-induced seizures [96]. Our data demonstrates that 1b is an essential and important regulator of *Scn1a* expression and highlights a potential target for epigenomic intervention in *SCN1A*-related epilepsies. Studies characterizing the regulatory DNA at disease-relevant loci, as we have done here with the *Scn1a* 1b region, will be required to properly design therapies using targeted expression rescue.

## Conclusions

The work here on the *Scn1a *1b regulatory region contributes to functional dissection of the regulatory wiring of a major epilepsy risk gene. Our findings show that *Scn1a* 1b regulatory deletion mice represent a general epilepsy-relevant model that will be valuable for understanding the relationship between *Scn1a* dosage and neurological phenotypes in a genetic preclinical model. Our study justifies increased focus on non-coding regulatory DNA in genetic screening of DS and epilepsy patients, and highlights the need for more in-depth functional studies of regulatory DNA elements in general and specifically in haploinsufficiency-associated disorders.

## Supplementary Information

**Additional file 1: **Supplementary Figures. Figure S1. Tissue and brain regional differences in chromatin conformation. Figure S2. Western blots of Na_V_1.1 (250 kDa) and β-actin (45 kDa) proteins in P29–32 brain lysates, membrane and cytoplasmic fractions ran separately. Figure S3. Immunofluorescent analysis of sagittal sections of P28 mice. Figure S4. Seizure severity following Pentylenetetrazole (PTZ) administration in C57BL6/N mice. Figure S5. Differential gene expression with *Scn1a 1b* deletion in P32 hippocampus.

**Additional file 2:.** Table S1. Expected Mendelian ratios and observed number of pups born.

**Additional file 3:.** Table S2. Summary of measures of general health and development in wildtype, heterozygous and homozygous 1b deletion mice.

**Additional file 4:.** Table S3. Summary of the battery of behavioral tests.

**Additional file 5:.** Table S4. Lack of sex difference between wildtype, 1b^+/−^ and 1b^−/−^ mice in behavioral assays.

**Additional file 6:.** Table S5–11. Table S5. RPKM values for P7 samples. Table S6. RPKM values for P32 1b^+/−^ samples. Table S7. RPKM values for P32 1b^−/−^ samples. Table S8. Differentially expressed genes between WT and 1b^+/−^ mice at P7. Table S9. Differentially expressed genes between WT and 1b^−/−^ mice at P7. Table S10. Differentially expressed genes between WT and 1b^+/−^ mice at P32. Table S11. Differentially expressed genes between WT and 1b^−/−^ mice at P3.

## Data Availability

Transcriptomic datasets generated for this study are available via the Gene Expression Omnibus (GEO) archive under accessions GSE169481 www.ncbi.nlm.nih.gov/bioproject/PRJNA716688 [97] and GSE169485 www.ncbi.nlm.nih.gov/bioproject/PRJNA716683 [98]. Differential Hi-C comparisons used GEO accession GSE87112, www.ncbi.nlm.nih.gov/bioproject/PRJNA343608 [39]. ATAC-seq datasets from human brain used GSE96949, https://www.ncbi.nlm.nih.gov/bioproject/PRJNA380200 [42]. ATAC-seq datasets from mouse brain used GSE63137, https://www.ncbi.nlm.nih.gov/bioproject/PRJNA266828 [43]. Roadmap Epigenomics Consortium data are available at https://egg2.wustl.edu/roadmap/web_portal/.

## Abbreviations

AS: Angelman syndrome
DE: Differential expression
DS: Dravet syndrome
EEG: Electroencephalogram
GWAS: Genome-wide association study
IF: Immunofluorescence
NDD: Neurodevelopmental disorder
PFC: Prefrontal cortex
PND: Postnatal day
PTM: Post-translational modification
PTZ: Pentylenetetrazole
PV: Parvalbumin
SUDEP: Sudden unexpected death in epilepsy
TAD: Topological associated domain
TSS: Transcription start site
UTR: Untranslated region
VIP: Vasoactive intestinal peptide
WT: Wildtype

# Supplementary material for: Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice
**Source:** Genome Med. 2021 Apr 26;13:69. doi: 10.1186/s13073-021-00884-0
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. Figure S1. Tissue and brain regional differences in chromatin conformation. Figure S2. Western blots of NaV1.1 (250 kDa) and β-actin (45 kDa) proteins in P29–32 brain lysates, membrane and cytoplasmic fractions ran separately. Figure S3. Immunofluorescent analysis of sagittal sections of P28 mice. Figure S4. Seizure severity following Pentylenetetrazole (PTZ) administration in C57BL6/N mice. Figure S5. Differential gene expression with Scn1a 1b deletion in P32 hippocampus.

## Slide 1
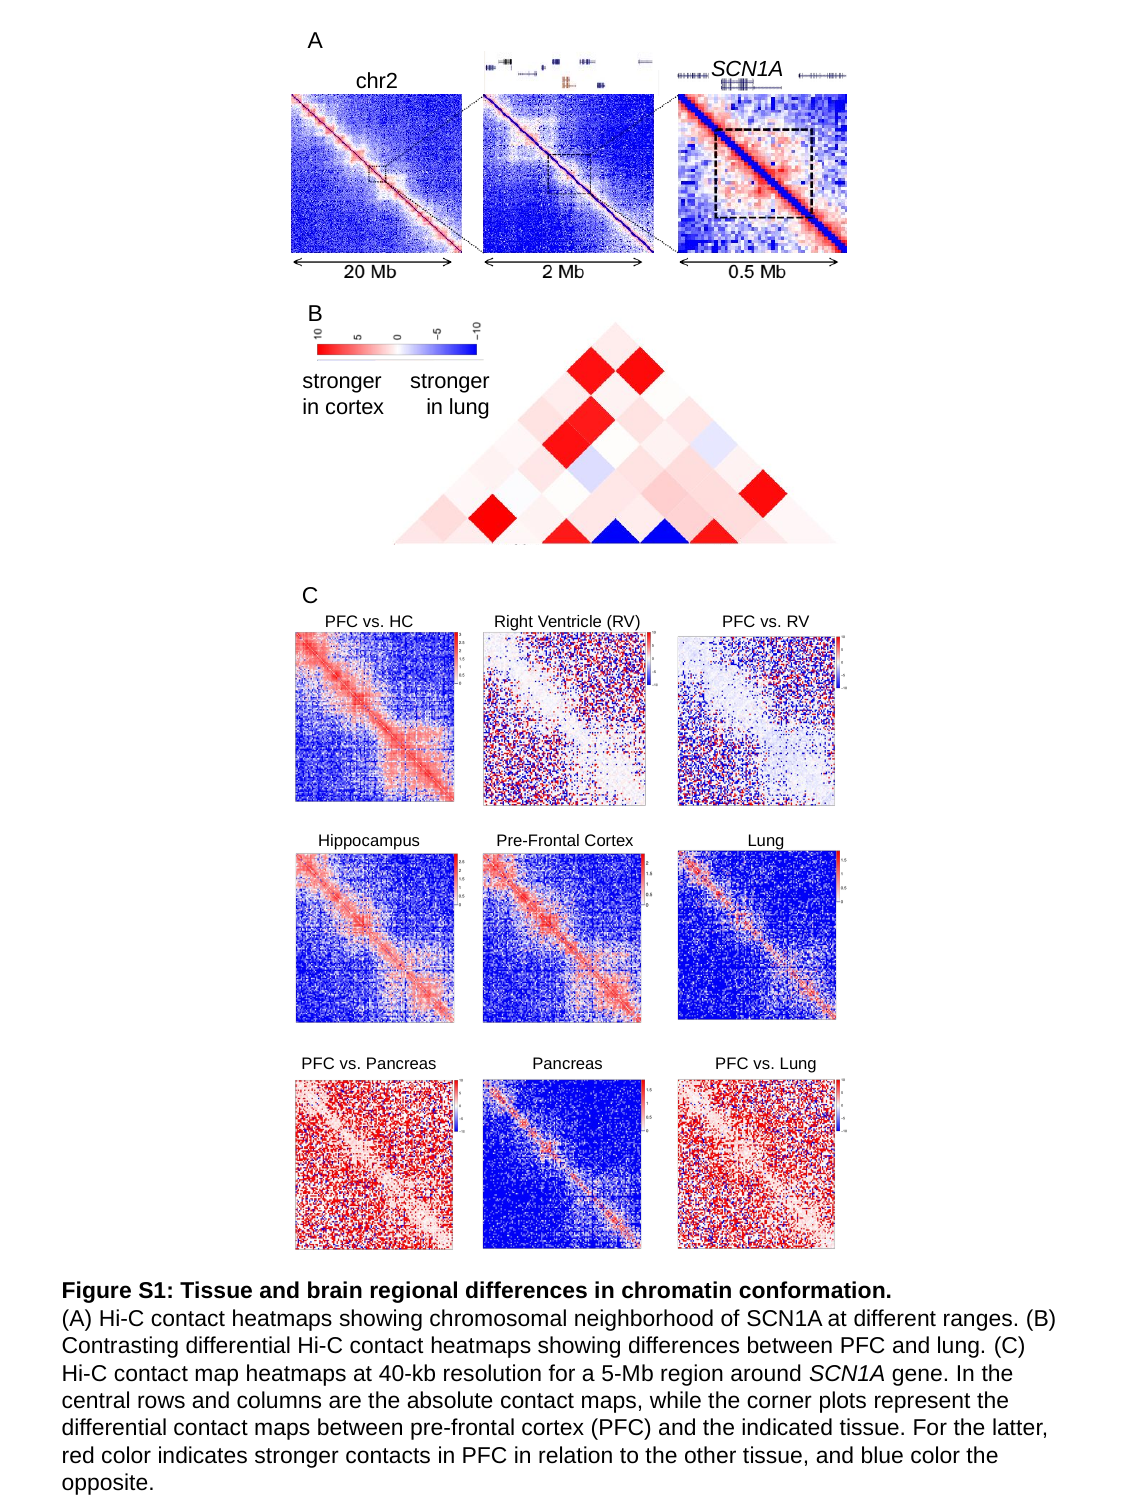

A
SCN1A
chr2
B
stronger
in lung
strongerin cortex
C
| PFC vs. HC | Right Ventricle (RV) | PFC vs. RV |
| --- | --- | --- |
| Hippocampus | Pre-Frontal Cortex | Lung |
| PFC vs. Pancreas | Pancreas | PFC vs. Lung |
Figure S1: Tissue and brain regional differences in chromatin conformation.
(A) Hi-C contact heatmaps showing chromosomal neighborhood of SCN1A at different ranges. (B) Contrasting differential Hi-C contact heatmaps showing differences between PFC and lung. (C) Hi-C contact map heatmaps at 40-kb resolution for a 5-Mb region around SCN1A gene. In the central rows and columns are the absolute contact maps, while the corner plots represent the differential contact maps between pre-frontal cortex (PFC) and the indicated tissue. For the latter, red color indicates stronger contacts in PFC in relation to the other tissue, and blue color the opposite.

## Slide 2
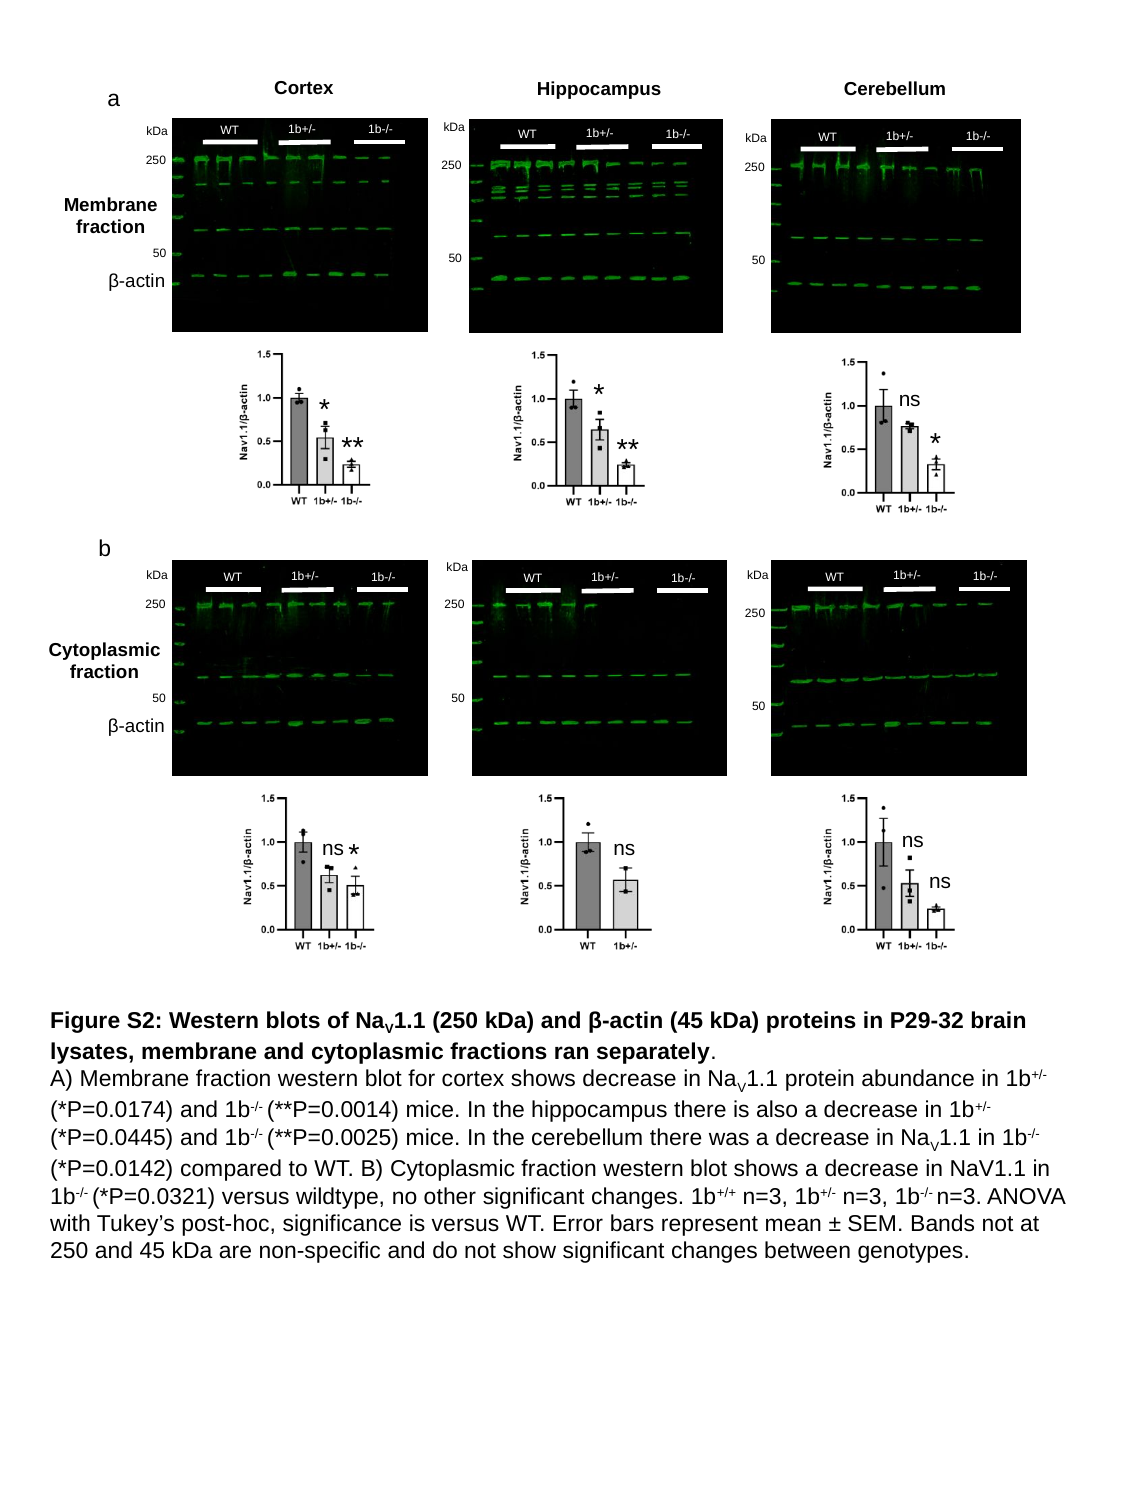

Cortex
Hippocampus
Cerebellum
a
kDa
1b+/-
1b-/-
WT
kDa
1b+/-
1b-/-
WT
1b+/-
1b-/-
WT
kDa
250
250
250
250
Membranefraction
50
50
B-actin
B-actin
50
50
50
β-actin
*
ns
*
*
**
**
b
kDa
kDa
kDa
1b+/-
1b+/-
1b-/-
WT
1b-/-
1b+/-
WT
1b-/-
WT
250
250
250
Cytoplasmicfraction
50
50
50
β-actin
ns
ns
ns
*
ns
Figure S2: Western blots of NaV1.1 (250 kDa) and β-actin (45 kDa) proteins in P29-32 brain lysates, membrane and cytoplasmic fractions ran separately. A) Membrane fraction western blot for cortex shows decrease in NaV1.1 protein abundance in 1b+/- (*P=0.0174) and 1b-/- (**P=0.0014) mice. In the hippocampus there is also a decrease in 1b+/- (*P=0.0445) and 1b-/- (**P=0.0025) mice. In the cerebellum there was a decrease in NaV1.1 in 1b-/- (*P=0.0142) compared to WT. B) Cytoplasmic fraction western blot shows a decrease in NaV1.1 in 1b-/- (*P=0.0321) versus wildtype, no other significant changes. 1b+/+ n=3, 1b+/- n=3, 1b-/- n=3. ANOVA with Tukey’s post-hoc, significance is versus WT. Error bars represent mean ± SEM. Bands not at 250 and 45 kDa are non-specific and do not show significant changes between genotypes.

## Slide 3
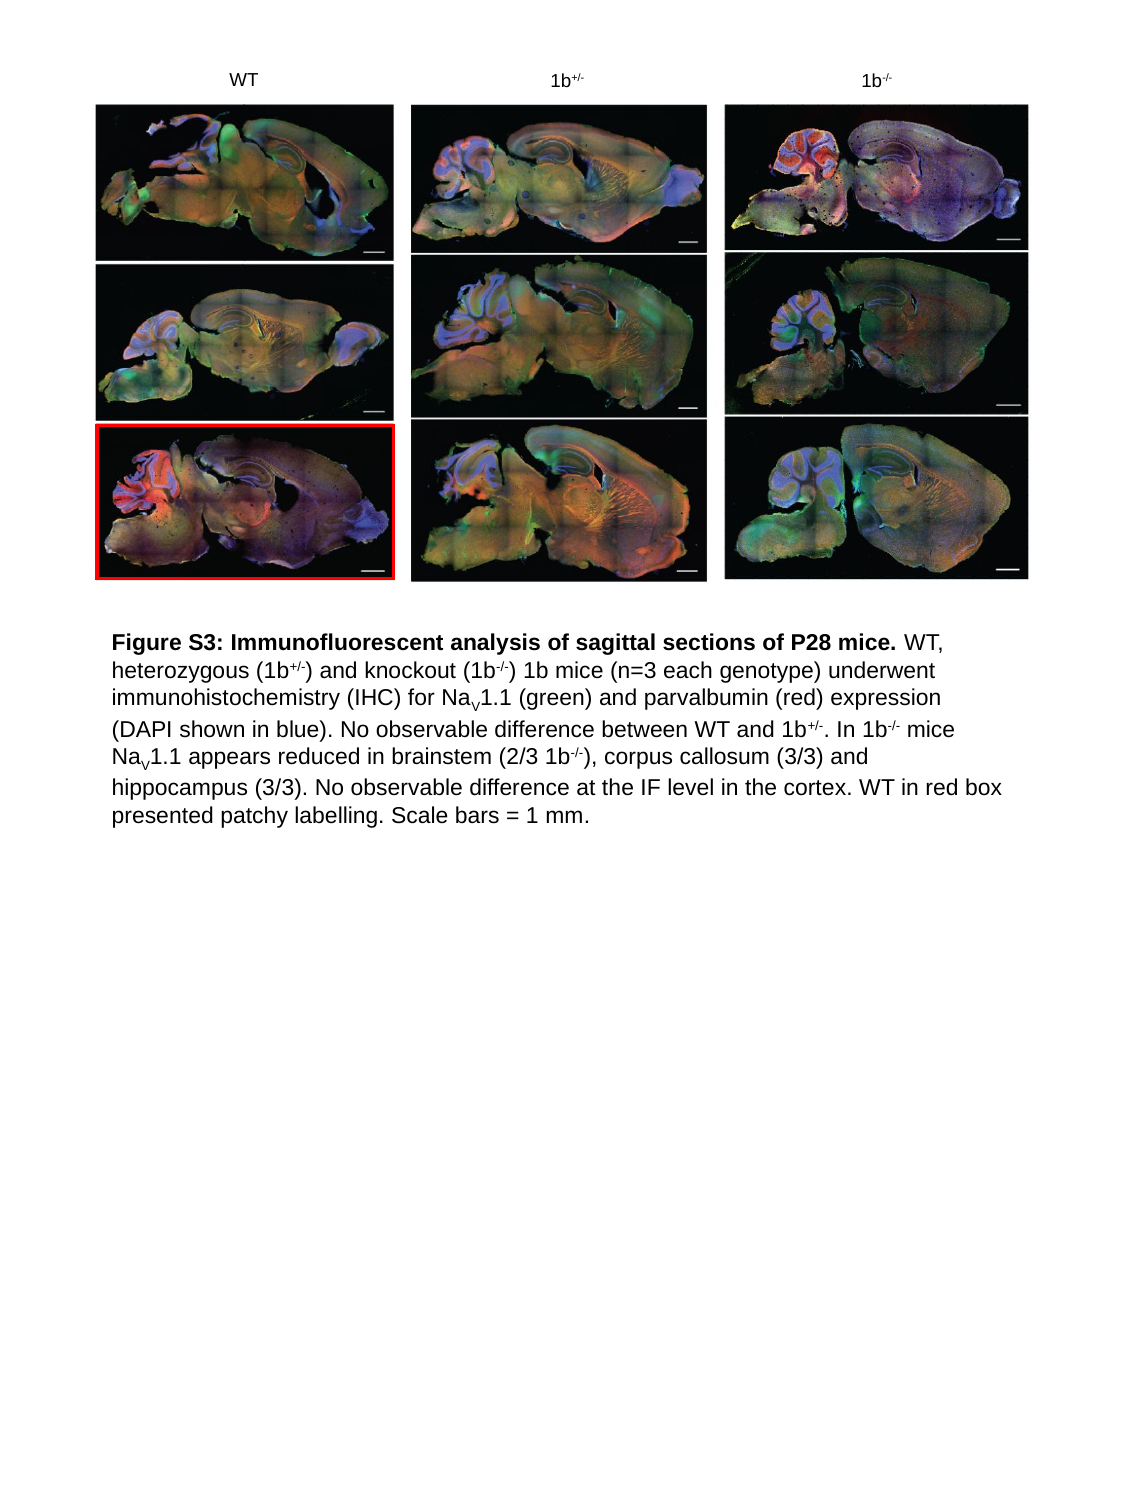

WT
1b+/-
1b-/-
Figure S3: Immunofluorescent analysis of sagittal sections of P28 mice. WT, heterozygous (1b+/-) and knockout (1b-/-) 1b mice (n=3 each genotype) underwent immunohistochemistry (IHC) for NaV1.1 (green) and parvalbumin (red) expression (DAPI shown in blue). No observable difference between WT and 1b+/-. In 1b-/- mice NaV1.1 appears reduced in brainstem (2/3 1b-/-), corpus callosum (3/3) and hippocampus (3/3). No observable difference at the IF level in the cortex. WT in red box presented patchy labelling. Scale bars = 1 mm.

## Slide 4
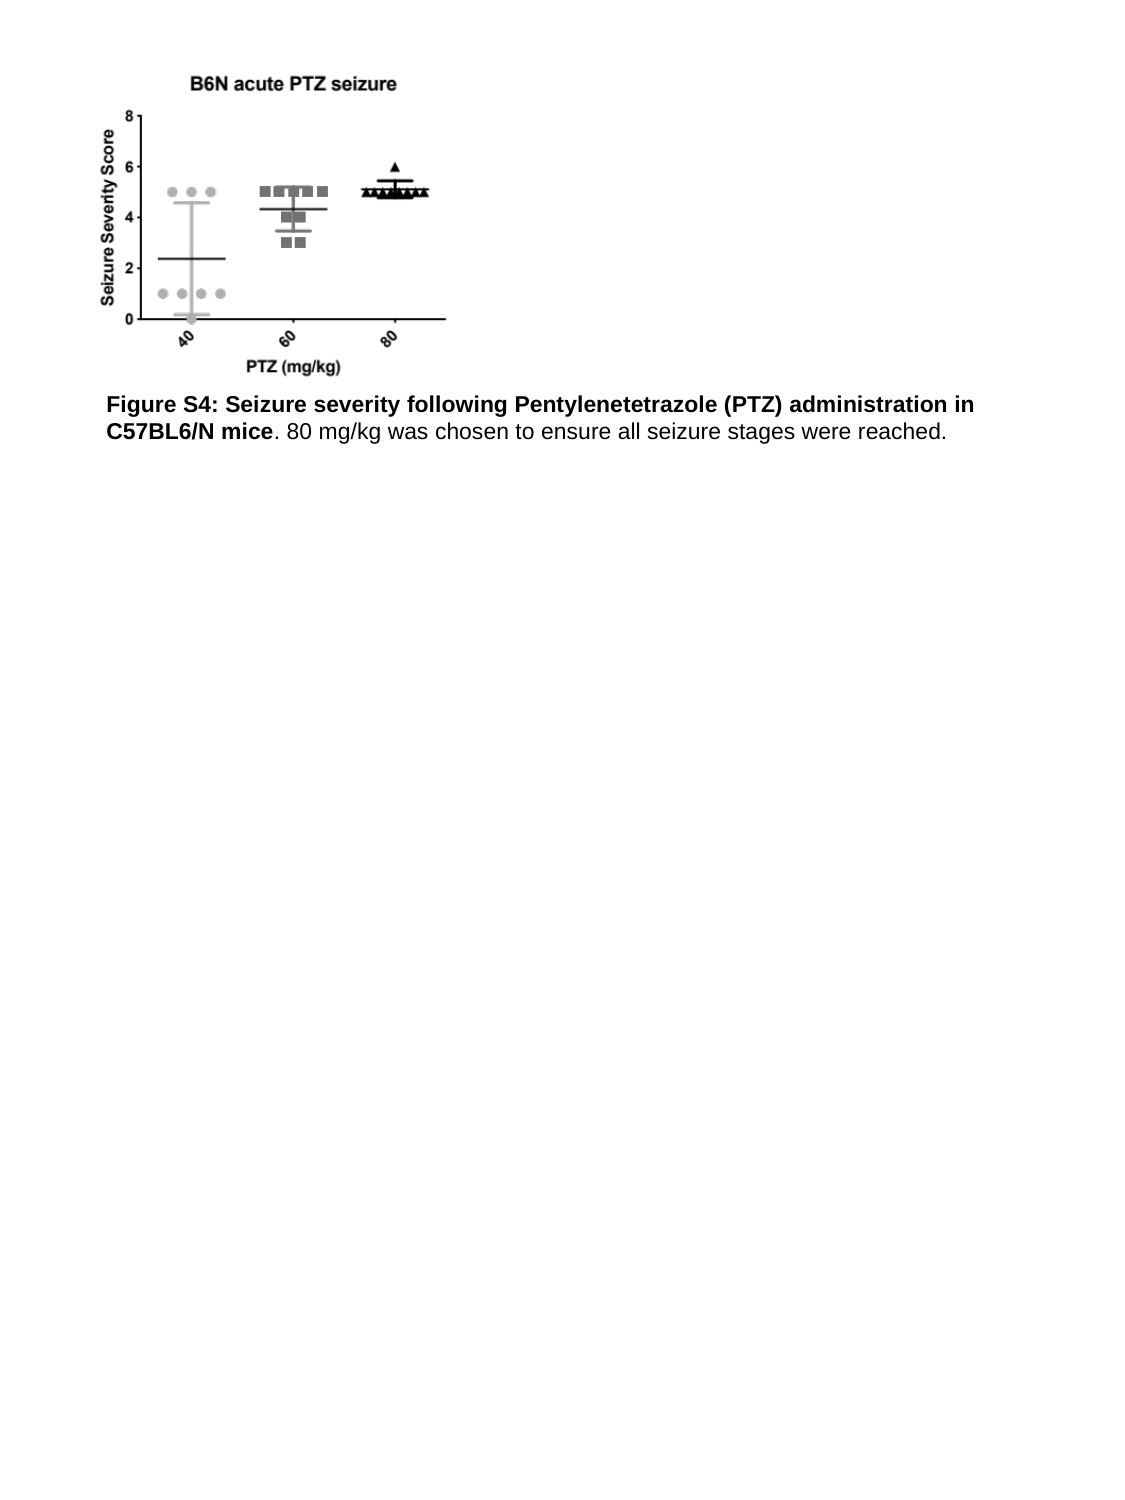

Figure S4: Seizure severity following Pentylenetetrazole (PTZ) administration in C57BL6/N mice. 80 mg/kg was chosen to ensure all seizure stages were reached.

## Slide 5
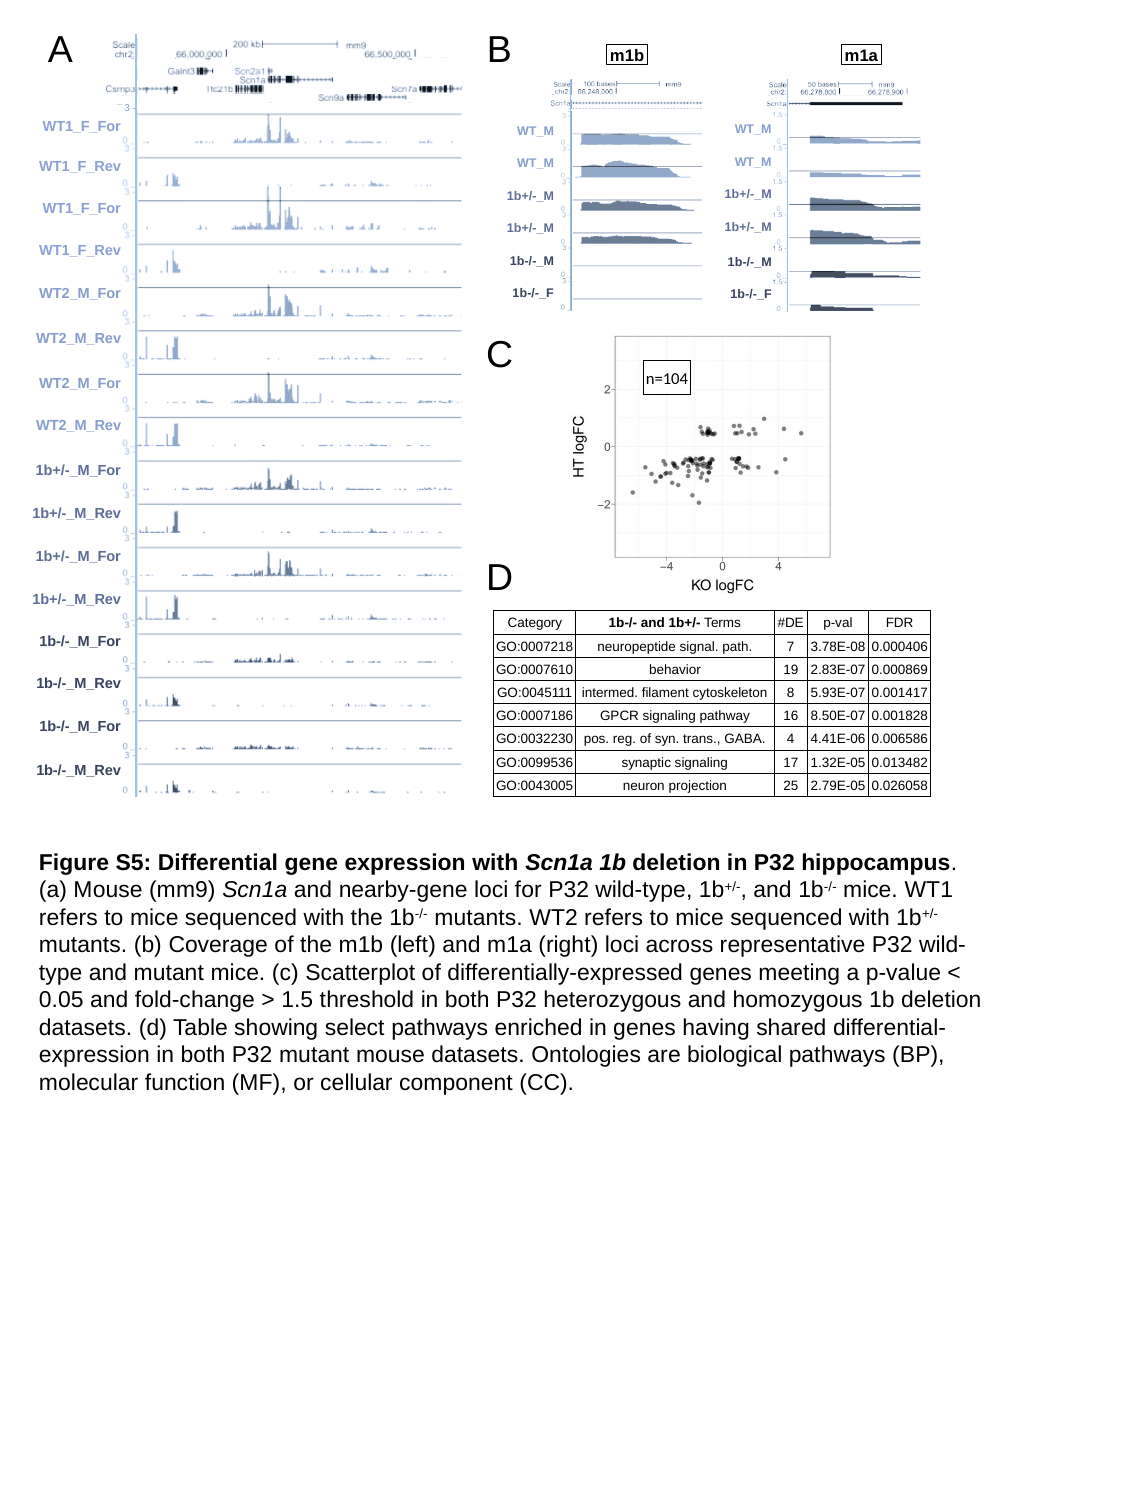

A
B
3 -
WT1_F_For
WT1_F_Rev
WT1_F_For
WT1_F_Rev
WT2_M_For
WT2_M_Rev
WT2_M_For
WT2_M_Rev
1b+/-_M_For
1b+/-_M_Rev
1b+/-_M_For
1b+/-_M_Rev
1b-/-_M_For
1b-/-_M_Rev
1b-/-_M_For
1b-/-_M_Rev
m1a
WT_M
WT_M
1b+/-_M
1b+/-_M
1b-/-_M
1b-/-_F
m1b
WT_M
WT_M
1b+/-_M
1b+/-_M
1b-/-_M
1b-/-_F
C
n=104
D
| Category | 1b-/- and 1b+/- Terms | #DE | p-val | FDR |
| --- | --- | --- | --- | --- |
| GO:0007218 | neuropeptide signal. path. | 7 | 3.78E-08 | 0.000406 |
| GO:0007610 | behavior | 19 | 2.83E-07 | 0.000869 |
| GO:0045111 | intermed. filament cytoskeleton | 8 | 5.93E-07 | 0.001417 |
| GO:0007186 | GPCR signaling pathway | 16 | 8.50E-07 | 0.001828 |
| GO:0032230 | pos. reg. of syn. trans., GABA. | 4 | 4.41E-06 | 0.006586 |
| GO:0099536 | synaptic signaling | 17 | 1.32E-05 | 0.013482 |
| GO:0043005 | neuron projection | 25 | 2.79E-05 | 0.026058 |
Figure S5: Differential gene expression with Scn1a 1b deletion in P32 hippocampus. (a) Mouse (mm9) Scn1a and nearby-gene loci for P32 wild-type, 1b+/-, and 1b-/- mice. WT1 refers to mice sequenced with the 1b-/- mutants. WT2 refers to mice sequenced with 1b+/- mutants. (b) Coverage of the m1b (left) and m1a (right) loci across representative P32 wild-type and mutant mice. (c) Scatterplot of differentially-expressed genes meeting a p-value < 0.05 and fold-change > 1.5 threshold in both P32 heterozygous and homozygous 1b deletion datasets. (d) Table showing select pathways enriched in genes having shared differential-expression in both P32 mutant mouse datasets. Ontologies are biological pathways (BP), molecular function (MF), or cellular component (CC).

# Supplementary material for: Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice
**Source:** Genome Med. 2021 Apr 26;13:69. doi: 10.1186/s13073-021-00884-0
**Supplement:** Supplementary file 2 — Additional file 2:. Table S1. Expected Mendelian ratios and observed number of pups born.

**Table S1: Expected Mendelian ratios and observed number of pups born**
The genotypes were born at expected Mendelian ratios, 13 1b^+/-^ x 1b^+/-^ litters dropped from 3 generations of pairings combined. 14 litters were cannibalized.

| Genotypes | Expected | Observed |
| --- | --- | --- |
| 1b^+/-^ | 47 | 52 |
| 1b^-/-^ | 23 | 23 |
| WT | 23 | 19 |

# Supplementary material for: Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice
**Source:** Genome Med. 2021 Apr 26;13:69. doi: 10.1186/s13073-021-00884-0
**Supplement:** Supplementary file 3 — Additional file 3:. Table S2. Summary of measures of general health and development in wildtype, heterozygous and homozygous 1b deletion mice.

**Table S2: Summary of measures of general health and development in wildtype and heterozygous 1b deletion mice**

# Supplementary material for: Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice
**Source:** Genome Med. 2021 Apr 26;13:69. doi: 10.1186/s13073-021-00884-0
**Supplement:** Supplementary file 4 — Additional file 4:. Table S3. Summary of the battery of behavioral tests.

**Table S3: Summary of the battery of behavioral tests**

|  | **Assay** | **Metric** | **Sample size** | **Statistical test** | **Statistic** | **p-value** | **Significant (p<0.05)?** | **Sidak’s multiple comparisons**  **WT vs 1b^+/-^** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Anxiety-like | Elevated-plus maze | %Open arm time | WT = 26  1b^+/-^ = 30 | Unpaired Two-Tailed  T-Test | T (54) = 0.2605 | p = 0.7955 | No |  |  |
|  |  | Total entries | WT = 26  1b^+/-^ = 30 | Unpaired Two-Tailed  T-Test | T (54) = 0.3618 | p = 0.7189 | No |  |  |
|  | Light-dark | Time in dark chamber | WT = 26  1b^+/-^ = 30 | Unpaired Two-Tailed  T-Test | T (54) = 2.067 | **p = 0.0436** | Yes |  |  |
|  |  | Total transitions | WT = 26  1b^+/-^ = 30 | Unpaired Two-Tailed  T-Test | T (54) = 0.9267 | p = 0.3582 | No |  |  |
| Motor | Beam walking | Latency to cross | WT = 25  1b^+/-^ = 29 | Two Way Repeated Measures ANOVA | F (1, 52) = 0.5912 | p = 0.4454 | No | Rod 1 | p = 0.9999 |
|  |  |  |  |  |  |  |  | Rod 2 | p = 0.7336 |
|  |  |  |  |  |  |  |  | Rod 3 | p = 0.7859 |
|  | Rotarod | Latency to fall | WT = 26  1b^+/-^ = 29 | Two Way Repeated Measures ANOVA | F (1, 53) = 1.125 | p = 0.2937 | No | Day 1 | p = 0.3252 |
|  |  |  |  |  |  |  |  | Day 2 | p = 0.4701 |
|  |  |  |  |  |  |  |  | Day 3 | p = 0.9989 |
| Learning and Memory | Fear conditioning | Freeze time -training | WT = 24  1b^+/-^ = 28 | Two Way Repeated Measures ANOVA | F (1, 50) = 0.008692 | p = 0.9261 | No | Pre-training vs Post-training | WT **p < 0.0001** |
|  |  |  |  |  |  |  |  |  | 1b^+/-^ **p < 0.0001** |
|  |  | Freeze time -context | WT = 24  1b^+/-^ = 28 | Unpaired Two-Tailed  T-Test | T (50) = 0.8902 | p = 0.3776 | No |  |  |
|  |  | Freeze time -cue | WT = 24  1b^+/-^ = 28 | Two Way Repeated Measures ANOVA | F (1, 50) = 0.07299 | p = 0.7881 | No | Pre-cue vs Post-cue | WT **p < 0.0001** |
|  |  |  |  |  |  |  |  |  | 1b^+/-^ **p < 0.0001** |
| Social | 3-chambered social approach | Time in chamber | WT = 25  1b^+/-^ = 29 | Two Way Repeated Measures ANOVA | Genotype F (1, 52) = 2.068 | p = 0.1564 | No | Novel object vs Novel mouse | WT **p < 0.0001** |
|  |  |  |  |  | Chamber F (2, 104) = 262.8 | **p<0.0001** | Yes |  |  |
|  |  |  |  |  |  |  |  |  | 1b^+/-^ **p < 0.0001** |
|  |  | Time sniffing | WT = 25  1b^+/-^ = 29 | Two Way Repeated Measures ANOVA | Genotype F (1, 52) = 0.1736 | p = 0.6786 | No  Yes | Novel object vs Novel mouse | WT **p < 0.0001** |
|  |  |  |  |  | Chamber F (1, 52) = 90.48 | **p<0.0001** |  |  | 1b^+/-^ **p < 0.0001** |
|  |  | Transitions | WT = 25  1b^+/-^ = 29 | Two Way Repeated Measures ANOVA | Genotype F (1, 52) = 2.441 | p = 0.1243 | No | WT | p = 0.2881 |
|  |  |  |  |  | Chamber F (2, 104) = 0.6140 | p = 0.4368 | No | 1b^+/-^ | p = 0.9053 |
|  | Male-female social interaction | Nose to nose sniffing | WT = 12  1b^+/-^ = 15 | Unpaired Two-Tailed  T-Test | T (25) = 0.08607 | p = 0.9321 | No |  |  |
|  |  | Nose to anogenital sniffing | WT = 12  1b^+/-^ = 15 | Unpaired Two-Tailed  T-Test | T (25) = 1.374 | p = 0.1817 | No |  |  |
|  |  | Following | WT = 12  1b^+/-^ = 15 | Unpaired Two-Tailed  T-Test | T (25) = 0.2615 | p = 0.7958 | No |  |  |
|  |  | Exploring | WT = 12  1b^+/-^ = 15 | Unpaired Two-Tailed  T-Test | T (25) = 1.009 | p = 0.3224 | No |  |  |
|  |  | Sum ultrasonic vocalizations | WT = 12  1b^+/-^ = 15 | Unpaired Two-Tailed  T-Test | T (25) = 2.143 | p = 0.0420 | Yes |  |  |
| Repetitive | Self-groom | Time grooming | WT = 26  1b^+/-^ = 30 | Unpaired Two-Tailed  T-Test | T (54) = 0.2345 | p = 0.8155 | No |  |  |
| Sensorymotor reflex | Acoustic startle | Startle amplitude | WT = 26  1b^+/-^ = 27 | Two Way Repeated Measures ANOVA | F (1, 51) = 0.3275 | p = 0.5696 | No |  |  |
|  | Pre-pulse inhibition | Startle amplitude | WT = 26  1b^+/-^ = 27 | Two Way Repeated Measures ANOVA | F (1, 51) = 0.3244 | p = 0.5715 | No |  |  |

# Supplementary material for: Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice
**Source:** Genome Med. 2021 Apr 26;13:69. doi: 10.1186/s13073-021-00884-0
**Supplement:** Supplementary file 5 — Additional file 5:. Table S4. Lack of sex difference between wildtype, 1b+/− and 1b−/− mice in behavioral assays.

**Table S4: Lack of sex difference between wildtype, 1b^+/-^ and 1b^-/-^ mice in behavioral assays**

| **Assay** | **Metric** | **Sample size** | **Statistical test** | **Statistic** | **p-value** | **Significant (p<0.05)?** |
| --- | --- | --- | --- | --- | --- | --- |
| Open field | Horizontal activity | WT M = 12  WT F = 14 | Two Way Repeated Measures ANOVA | F (1, 24) = 2.874 | p = 0.1030 | No |
|  |  | 1b^+/-^ M = 15  1b^+/-^ F = 15 | Two Way Repeated Measures ANOVA | F (1,28) = 3.225 | p = 0.0833 | No |
|  |  | 1b^-/-^ M = 6  1b^-/-^ F = 6 | Two Way Repeated Measures ANOVA | F (1, 10) = 0.2820 | p = 0.6070 | No |
|  | Vertical activity | WT M = 12  WT F = 14 | Two Way Repeated Measures ANOVA | F (1, 24) = 1.549 | p = 0.2253 | No |
|  |  | 1b^+/-^ M = 15  1b^+/-^ F = 15 | Two Way Repeated Measures ANOVA | F (1,28) = 0.1632 | p = 0.6893 | No |
|  |  | 1b^-/-^ M = 6  1b^-/-^ F = 6 | Two Way Repeated Measures ANOVA | F (1, 10) = 4.398 | p = 0.0624 | No |
|  | Total activity | WT M = 12  WT F = 14 | Two Way Repeated Measures ANOVA | F (1, 24) = 3.477 | p = 0.0745 | No |
|  |  | 1b^+/-^ M = 15  1b^+/-^ F = 15 | Two Way Repeated Measures ANOVA | F (1,28) = 1.627 | p = 0.2125 | No |
|  |  | 1b^-/-^ M = 6  1b^-/-^ F = 6 | Two Way Repeated Measures ANOVA | F (1, 10) = 7.226 | **p = 0.0228*** | Yes |
| Novel Object Recognition | Novel-Familiar sniff  Novel phase | WT M = 12  WT F = 14 | Unpaired Two-Tailed  T-Test | T (24) = 1.497 | p = 0.1475 | No |
|  |  | 1b^+/-^ M = 15  1b^+/-^ F = 15 | Unpaired Two-Tailed  T-Test | T (28) = 0.3861 | p = 0.7023 | No |
|  |  | 1b^-/-^ M = 6  1b^-/-^ F = 6 | Unpaired Two-Tailed  T-Test | T (10) = 1.764 | p = 0.1081 | No |
| Spontaneous alternation | % Spontaneous alternation | WT M = 12  WT F = 13 | Unpaired Two-Tailed  T-Test | T (23) = 1.176 | p = 0.2516 | No |
|  |  | 1b^+/-^ M = 15  1b^+/-^ F = 14 | Unpaired Two-Tailed  T-Test | T (27) = 0.5110 | p = 0.6135 | No |
|  |  | 1b^-/-^ M = 6  1b^-/-^ F = 5 | Unpaired Two-Tailed  T-Test | T (9) = 0.8541 | p = 0.4152 | No |

How the deposited data were processed for this re-analysis (not part of the article)

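RNA-seq of hippocampus from 11 mice at postnatal day 32 was analysed, in the 2 rounds the study sequenced. The homozygous round held 2 WT and 2 1b-/- mice with single-end reads of 50 bases, and the heterozygous round 3 WT and 4 1b+/- mice with paired-end reads of 150 bases. The labels give the age as adult. Genotype and sex came from the labels and the study's tables. The values deposited by the authors are raw counts per gene: they aligned reads to mm9 with STAR 2.7.2 and counted them per gene with featureCounts, with no normalization and no filter on low counts. Libraries were stranded, and the paper's text does not name the strand setting of the counting, so overlapping and antisense genes are uncertain. Each table holds 27 symbols turned into dates by a spreadsheet, which hold between 0.300% and 0.372% of the counts. They were kept within a round and left out where the tables were joined. No column of the tables was left unused.

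Library totals ran from 20667122 to 36145161 counts. At these depths a gene at 1 CPM has at least 20 counts, and the spread between mice, not counting error, limits most comparisons. Counts were analysed with edgeR 4.0.16 in R 4.3.3: genes with at least 1 CPM in at least 1 sample, TMM factors, estimateDisp, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each mutant group was compared with the WT mice of its round, with genotype as the only term. The additive model and the test of the difference between genotypes used all 11 libraries. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values are TMM-scaled within a round, and levels set across rounds were scaled over all 11 libraries; the rounds differ in read type. A gene at or below 3 counts in a whole group is given as a lower bound of the fold. Gene sets were tested with limma 3.58.1 (camera and fry) on Reactome sets distributed with fgsea 1.28.0, and levels of single genes with exact permutation tests. Sequences and annotation came from mm9 and its GENCODE annotation.

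Before the data were examined, the genes to be named were set by a rule: every gene the paper names that the tables hold, the 3 lower and 3 higher genes with the largest absolute log2 fold change in each comparison (adjusted p under 0.05, average log2 CPM of at least 1, no overlap between groups, sex-linked genes left out), the 4 genes lower and the 4 higher in both comparisons with the smallest larger p, and the 2 members of each marker list with the smallest p. The 20 lists were sex-linked, flanking, voltage-gated sodium channel, immediate early, GABAergic interneuron, neuropeptide, choroid plexus, thalamus, striatum, neocortex, hypothalamus, dentate granule cell, CA1 pyramidal cell, CA3 pyramidal cell, red blood cell, meninges, microglia, reactive astrocyte, oligodendrocyte and immature neuron genes. Penk, Ttr, Ppp1r1b and Adora2a were named after their values were seen. A gene that the rule selects is not reported here. Alternatives were edgeR's likelihood ratio test, whose statistic the study lists in its table of DE genes at P7, DESeq2 1.42.0, RLE and upper-quartile factors, filterByExpr, no filter, sex as a covariate, all 11 libraries in 1 fit and each library left out in turn, with other thresholds for shared genes and other tests for sets. A likelihood ratio test on trended then tagwise dispersions, without and with sex, was added after the data and the paper's counts had been compared.

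The fitting code was tested on simulated counts drawn from the real means. With no gene changed, the quasi-likelihood test made 1 call among 14497 genes in the heterozygous design and 4 among 14581 in the homozygous one. With 200 genes changed, it made 16 false calls beside 199 true ones in the heterozygous design, and 17 beside 143 in the homozygous one. The likelihood ratio test then made 30 false calls beside 200 true ones, and 51 beside 171. P7 libraries, splice-junction reads and GO terms were not analysed here.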

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

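The tests of sex, choroid plexus and reactive astrocyte markers below were chosen only after the results were seen.

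Among 46 values in the group of 4 1b+/- libraries, 2 had a library far from the others, and chance gives about 1 in 20. Scn9a stood at 6.24 CPM in 1b+/- replicate 4 and at 3.94 to 4.15 CPM in the others. This mouse is the only female of its round. A sex difference was tested in the 1b-/- mice, where the female-to-male ratio of Scn9a was 0.880. With 1 library of each sex, this ratio has no spread to be judged by, so sex and chance among 46 values both stay open. The summed sex-linked markers were 1393 CPM in 1b+/- replicate 4 and 650.0 to 672 CPM in the 3 males. Xist had 19989 counts in this library and at most 10 in the males, which is its labelled sex. No other explanation was tested.

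Choroid plexus markers, which the paper does not discuss, summed to 18001 CPM in 1b-/- replicate 2, 3.15 times the higher WT library of the round (5719 CPM), while 1b-/- replicate 1 had 287 CPM. Ttr, chosen after its values were seen, stood at 13069 CPM in 1b-/- replicate 2 and 42.2 CPM in 1b-/- replicate 1, with 36.3 and 3173 CPM in the WT libraries. The other 15 markers were all higher in 1b-/- replicate 2 than in 1b-/- replicate 1, by a median of 4.95 on the log2 scale. A candidate explanation is therefore choroid plexus tissue carried along in dissection, in varying amounts and in both genotypes. An effect of genotype is not separated by 2 mice that differ this much: the list's median log2 fold change was 1.23, and fry gave an adjusted p of 0.898.

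Reactive astrocyte markers summed to 1133 CPM in 1b-/- replicate 2, 3.89 times the higher WT library of the round (291 CPM). Most of this was Gfap, at 853 CPM, followed by Serpina3n at 169 CPM. 1b-/- replicate 1 also lay above both WT libraries, with 643 CPM. Choroid plexus tissue was tested as the source across the 7 libraries of the heterozygous round, whose choroid plexus markers ran from 322 to 4725 CPM and whose astrocyte markers from 416 to 492 CPM. Over that range the fitted change in astrocyte markers was -6.94 CPM (from -56.9 to 15.4 CPM with any 1 library left out, residual SD 31.9 CPM), where a rise of 122 CPM would be needed to account for 1b-/- replicate 2 against 1b-/- replicate 1. This argues against choroid plexus tissue as the source. The 1b-/- mean was 1.84 times the WT mean of the heterozygous round, against which levels cannot be told apart from a difference between rounds in read type, since Gapdh alone differed between the WT libraries of the rounds by a factor of 0.396. The list as a whole had an adjusted p of 0.158 by fry. A response to genotype stays open, as a hypothesis.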

How the results depend on the processing

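The likelihood ratio test on trended then tagwise dispersions was chosen after the data and the paper's counts were seen. The contrast for equal steps per allele was also chosen after the data were seen. The tests against other splits of the heterozygous round were set before their results, except that for the count of DE genes.

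The direction of Scn1a was the same under every alternative in both genotypes, per allele and in the difference between genotypes. In 1b-/- mice each fit tested gave an adjusted p under 0.05, while fits without a homozygous-round mouse were not tested. The log2 fold change of Scn1a in 1b-/- mice lay between -3.20 and -2.54 over all fits. Per deleted allele it lay between -1.22 and -0.94, and the difference between -2.74 and -2.07. The departure from equal steps was negative throughout, from -2.29 to -1.60 across the 11 fits that each left out one replicate. Its adjusted p lay above 0.05 with sex as a covariate (-1.86) and without 1b+/- replicate 1, 3 or 4 or heterozygous-round WT replicate 2 or 3 (up to 0.108); the cause was not tested. In 1b+/- mice the log2 fold change of Scn1a lay between -0.59 and -0.27 and stayed above an adjusted p of 0.05 in each alternative set in advance. The added likelihood ratio test gave an adjusted p of 0.0384 (log2 fold change -0.47), and with sex as a covariate 2.8e-04 (log2 fold change -0.59). Across the alternatives its adjusted p ran from 2.8e-04 to 1.00.

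The number of DE genes in 1b+/- mice was 0 with RLE or upper-quartile factors, filterByExpr, sex as a covariate or all 11 libraries in 1 fit. It was 191 under the likelihood ratio test, 245 with DESeq2 and 44 without a filter, and 190 and 223 under the added test without and with sex. In this round a sex term fits the only female, 1b+/- replicate 4, exactly. The count ran from 0 to 421 genes across the 7 fits that each left out one replicate, with 421 without WT replicate 1 and 1 without 1b+/- replicate 3; the cause was not tested. Of the 35 splits of the 7 libraries into 4 and 3, all 35 gave at least 0 DE genes, as they must, so this count decides nothing; the highest was 31. As many genes with an unadjusted p under 0.05 (1649) came from 2 of the 35 splits, and as many genes by the likelihood ratio test (191) from 2 of the 35.

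In 1b-/- mice the 531 DE genes became 1829 under the likelihood ratio test, 2144 with DESeq2, 1029 without a filter and 5541 with all 11 libraries in 1 fit, where both rounds share 1 estimate of the spread; the cause of the other changes was not tested. The added test gave 1575, and 1271 with sex. With sex as a covariate the count was 722, of which 404 genes were among the 531; this fits the only male exactly and so compares 1 1b-/- mouse with 2 WT mice. It was 506 to 555 with filterByExpr, RLE or upper-quartile factors. The share of lower genes stayed between 41.4% and 49.4%. Leaving out a mouse leaves 1 in its group, so no calls were made there, and for flanking genes and Reactome sets the planned fits without a mouse of the homozygous round were not run.

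Flanking genes past the threshold numbered 0 in the fits with RLE or upper-quartile factors, filterByExpr, sex, or one heterozygous-round replicate left out (from 0 to 0). They were 3 under the likelihood ratio test, 2 with DESeq2, 1 without a filter, 4 in 1 fit of all libraries, and 1 and 2 under the added test without and with sex. Of the last 2, Scn7a was called in 1b+/- mice, and all other calls were in 1b-/- mice. In the main fit no gene passed an adjusted p of 0.05 in 1b+/- mice, so none could be shared at that threshold. The shared genes numbered 120 on the natural log scale and 0 at an adjusted p under 0.05 in both, and 61 to 89 under the other alternatives. As many as 62 shared genes came from 1 of the 35 splits, the real one, while other splits reached 60, 55 and 50, and a correlation as high as 0.0724 from 11 of the 35.

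Reactome sets passing in 1b+/- mice were 0 with an estimated correlation and with filterByExpr, and from 1 to 2 across the 7 fits without one replicate, with 2 without 1b+/- replicate 1 and without WT replicate 3. As many sets came from 12 of the 35 splits. In 1b-/- mice 2 sets passed with sex as a covariate, again with 1 1b-/- mouse in effect. Mean log2 changes near 0 reversed in 1b+/- mice in fits without one replicate. They ran from -0.0573 to 0.00436 for Transmission across Chemical Synapses (reversed without WT replicate 1), from -0.0110 to 0.00848 for Axon guidance (reversed in 3 fits) and from -0.000307 to 0.0673 for Extracellular matrix organization (reversed without 1b+/- replicate 4). Among genes in 1b+/- mice, Galnt3 ran from -0.15 to 0.32 in such fits (reversed without WT replicate 1). Scn9a ran from -0.20 to 0.0567 (reversed in 4 fits) and was 0.00341 with upper-quartile factors. Scn2a1 reversed in 1b-/- mice with sex as a covariate (-0.0432). Its values ran from -0.105 to 0.200 over all alternatives, of which only that 1 is counted as reversed. None of these genes had an adjusted p under 0.05 where it reversed, and the cause was not tested. Over 57 results for named genes, 93 of 755 values changed: 1 weaker, 61 stronger, 7 reversed and 24 moved. Scn7a in 1b-/- mice was among the last, going from 0.34 to -0.37 without 1b-/- replicate 2.

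No paired analysis was possible because the labels give each mouse a number of its own that no mouse of the other group shares, and the replicate numbers here only tell libraries apart.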

Differences from the paper's values

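In 1b+/- mice the paper reports 223 DE genes, 175 downregulated and 48 upregulated, against 0, 0 and 0 here. Of the alternatives set before the data were examined, the likelihood ratio test (191, of which 81.7% lower) and DESeq2 (245, of which 185 lower and 60 higher) came within 1.5 times of each of the paper's counts, and no filter (44), RLE and upper-quartile factors, filterByExpr, sex as a covariate and the single fit of 11 libraries did not. A likelihood ratio test on common, trended then tagwise dispersions with sex as a covariate gave 223 genes, 175 lower and 48 higher. It was chosen after seeing the values: 14 combinations of dispersion estimate, test and sex covariate were run for each comparison beside the paper's counts, and in this comparison they gave from 0 to 485 genes. Others of the 14 within 1.5 times of the paper's total, also run after seeing the values, were likelihood ratio tests on common then tagwise dispersions (243, and 259 with sex), on trended then tagwise dispersions without sex (190), on classic tagwise dispersions (186) and on estimateDisp dispersions with sex (208), and edgeR's exact test (184).

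The paper's adjusted p for Scn1a in 1b+/- mice is 0.00028, against 0.303 here. None of the alternatives set before the data were examined closed the gap (0.136 to 1.00). The same likelihood ratio test with sex, chosen after seeing the values, gave 2.8e-04, and one on a common dispersion without sex gave 3.5e-04, among 14 combinations that gave from 9.3e-07 to 0.415. Scn1a also passed 0.05 in 6 others of the 14, also run after seeing the values: on trended then tagwise dispersions (0.0384), by the exact test (0.0401), on classic tagwise dispersions (0.0403), and with sex as a covariate on a common dispersion (9.3e-07), on common then tagwise dispersions (0.00683) and on estimateDisp dispersions (0.00739).

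Requiring an adjusted p under 0.05 in both comparisons could only give 0 shared genes, since no gene passed in 1b+/- mice. The paper reports 104 shared genes, against 62 here. Among the alternatives set in advance, the likelihood ratio test (80), filterByExpr (74), no filter (85), sex as a covariate (76) and the natural log scale (120) came within 1.5 times of it; DESeq2 (64), RLE factors (61), upper-quartile factors (63) and an adjusted p under 0.05 in both (0) did not. The added test, chosen after seeing the values, gave 76 without sex and 89 with it. On the natural log scale it gave 146 and 152, and at an adjusted p under 0.05 in both 75 and 69.

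In 1b-/- mice the paper reports 723 DE genes, 337 downregulated and 386 upregulated, and the counts here were within 1.5 times of these. With sex as a covariate, set in advance, the total was 722 with 317 lower and 405 higher, in a fit that in effect compares 1 1b-/- mouse with 2 WT mice. Of the 14 combinations of dispersion, test and sex run in this comparison, which gave from 531 to 1829 genes, none gave the paper's split, and the combination that gave 223 genes in 1b+/- mice gave 1271 here.

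The paper states that Scn1a was significantly lower in heterozygous mice at P32, and its level here was lower without passing the adjusted threshold. The paper states that Scn1a expression and sex drove variance most. Here the first dimension of the homozygous round separated WT from 1b-/- mice, whose libraries also differ in striatum markers (median log2 fold change -4.39), and its only male lay at the end of the second dimension (-1.51). In the heterozygous round the only female lay at the end of the first dimension (1.11), and WT and 1b+/- mice overlapped in the first 2 dimensions. Libraries with positive values on that first dimension also had the highest thalamus marker sums (381 to 746 CPM, against 225 to 258 CPM in the others). Sex and tissue content are therefore not separated there.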

Other observations

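The tests of Scn1a against the heterozygous round, of sex, of the genes still called with trends removed and of choroid plexus were chosen only after the results were seen.

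The WT libraries of the homozygous round carried far more striatal marker expression than any other library. The 14 striatum markers tested had a median log2 fold change of -4.39 in 1b-/- mice, all lower (camera adjusted p = 1.1e-11, fry adjusted p = 0.126). Lower expression of these genes in 1b-/- mice and extra tissue in the WT libraries predict different levels in the other round. On CPM scaled over all 11 libraries, the 13 markers present were higher in the WT libraries of the homozygous round than in the WT libraries of the heterozygous round by a median of 4.45 (4.90 and 3.87 for each library), while 1b-/- libraries differed from the latter by a median of -0.42. Summed, the markers stood at 5461 CPM in the WT libraries of the homozygous round, 270.0 CPM in 1b-/-, 295 CPM in the WT libraries of the heterozygous round and 210 CPM in 1b+/-. Ppp1r1b stood at 1026 CPM, against 86.3, 56.6 and 40.3 CPM, and Adora2a at 223 CPM, against 2.57, 4.76 and 1.68 CPM. Of the 16 genes in the list, 12 reached 1 CPM in the WT mice of the heterozygous round and 3 are in another list. These values argue against a loss of striatal markers in 1b-/- mice and are consistent with tissue outside the hippocampus, such as striatum, in the WT libraries of that round. Read type differs between rounds and was not tested on its own. As a hypothesis, this also bears on lower hippocampal markers in those WT libraries. Dentate granule cell genes differed by a median of -1.26 between the WT libraries of the rounds, and 1b-/- from heterozygous-round WT by 0.00336. The same medians were -0.63 and 0.13 for CA1 and -1.18 and 0.78 for CA3 pyramidal cell genes. CA3 genes thus also lay higher in 1b-/- than in heterozygous-round WT, which extra tissue in the other WT libraries would not give.

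The DE genes of 1b-/- mice follow the same pattern. Of the 524 that could be set across rounds, 72.7% had a WT mean in the heterozygous round nearer to the 1b-/- mean than to the WT mean of their own round, against 49.4% of 3899 genes with an unadjusted p over 0.5. So many of the 531 calls may reflect the WT libraries rather than the deletion. Scn1a does not follow it: the 1b-/- mean was 0.182 times the lowest WT library of the heterozygous round, which argues against tissue content as the reason for its decrease. Depth was tested by thinning all 4 libraries to 20667122 counts, which gave 591 DE genes, so the deeper 1b-/- libraries do not account for the count. Removing each library's trends on GC content and transcript length, with values for 94.5% of the DE genes, gave 326 DE genes, a fall of over 1.5 times, so such trends may contribute. They do not account for all of it, since 295 of the 531 genes were still called. Sex as a covariate fits the only male of the round exactly and compares 1 1b-/- library with both WT libraries. It therefore cannot show how much sex contributes. All 531 DE genes set both 1b-/- mice, 1 male and 1 female, apart from both female WT mice. With so few mice, calling a gene favours such separation, so this count is not independent evidence against sex. Sex alone would set the female 1b-/- mouse apart only by chance, and how often it did so was not tested. Trends therefore remain open only for DE genes not called once the trends were removed, while the contribution of sex stays open.

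The other lists were tested over both comparisons, 40 tests in all. In 1b+/- mice, camera adjusted p-values under 0.05 went to neuropeptide genes (median log2 fold change -0.26, 16 of 17 lower), GABAergic interneuron (-0.26), striatum (-0.56), oligodendrocyte (0.35), immediate early (0.34), hypothalamus (-1.33), dentate granule cell (0.22), CA1 pyramidal cell (0.18) and microglia genes (-0.08). None passed fry, whose smallest adjusted p was 0.109, for hypothalamus. The remaining medians were 0.12 for sex-linked, 0.02 for flanking, 0.00284 for sodium channel, 0.57 for choroid plexus, -0.23 for thalamus, 0.02 for neocortex, 0.16 for CA3 pyramidal cell, -0.23 for red blood cell (1 gene), -0.10 for meninges, 0.03 for reactive astrocyte and -0.02 for immature neuron genes.

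In 1b-/- mice, fry passed dentate granule cell (median 1.23, adjusted p = 0.0195) and CA1 pyramidal cell genes (0.90, adjusted p = 0.0365), and camera also passed neocortex (-1.42), CA3 pyramidal cell (1.66), meninges (1.51), microglia (-0.23), oligodendrocyte (-0.57) and immediate early genes (-0.63). The remaining medians were 0.08 for sex-linked, -0.04 for flanking, -0.03 for sodium channel, -0.38 for GABAergic interneuron, -0.67 for neuropeptide, 1.23 for choroid plexus, -0.01 for thalamus, -1.57 for hypothalamus, 0.90 for red blood cell (1 gene), 0.63 for reactive astrocyte and 0.46 for immature neuron genes. The sex-linked, neuropeptide, hypothalamus and reactive astrocyte lists hold genes at or below 3 counts in a group, and their medians are the same with those genes at their bound.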
